# Quantitative Nucleotide Level Analysis of Regulation of Translation in Response to Depolarization of Cultured Neural Cells

**DOI:** 10.3389/fnmol.2017.00009

**Published:** 2017-01-27

**Authors:** Jasbir S. Dalal, Chengran Yang, Darshan Sapkota, Allison M. Lake, David R. O'Brien, Joseph D. Dougherty

**Keywords:** activity, depolarization, neuronal, glial, regulation, translation

## Abstract

Studies on regulation of gene expression have contributed substantially to understanding mechanisms for the long-term activity-dependent alterations in neural connectivity that are thought to mediate learning and memory. Most of these studies, however, have focused on the regulation of mRNA transcription. Here, we utilized high-throughput sequencing coupled with ribosome footprinting to globally characterize the regulation of translation in primary mixed neuronal-glial cultures in response to sustained depolarization. We identified substantial and complex regulation of translation, with many transcripts demonstrating changes in ribosomal occupancy independent of transcriptional changes. We also examined sequence-based mechanisms that might regulate changes in translation in response to depolarization. We found that these are partially mediated by features in the mRNA sequence—notably upstream open reading frames and secondary structure in the 5′ untranslated region—both of which predict downregulation in response to depolarization. Translationally regulated transcripts are also more likely to be targets of FMRP and include genes implicated in autism in humans. Our findings support the idea that control of mRNA translation plays an important role in response to neural activity across the genome.

## Introduction

Stimulated neurons show an activity-mediated gene expression program that ultimately results in the remodeling of brain circuitry (Goelet et al., 1986; Sheng and Greenberg, 1990). Because this program contributes to essential functions such as learning and memory, extensive transcriptomic studies *in vitro* and *in vivo* have defined the genes transcribed in response to neuronal activity as well as molecular mechanisms regulating such activity-dependent transcription (Ghosh and Greenberg, 1995; Kim et al., 2010; West and Greenberg, 2011; Malik et al., 2014). In contrast, our knowledge of post-transcriptional regulation, notably activity-dependent changes in translation, is far less comprehensive. Understanding activity-dependent changes in translation is important because new protein synthesis is associated with long-term memory (Flexner et al., 1965; Goelet et al., 1986), synaptic plasticity (Kang and Schuman, 1996; Sutton and Schuman, 2006), growth cone guidance (Campbell and Holt, 2001; Yao et al., 2006), and when dysregulated, neurodegenerative diseases (Wolozin, 2012; Ishimura et al., 2014). Indeed, memory consolidation is blocked when translation is inhibited (Flexner et al., 1965; Nader et al., 2000) but not when transcription is inhibited (Squire and Barondes, 1970), suggesting that post-transcriptional gene regulation alone is sufficient for formation of new memories and that widespread regulation of translation may be pervasive in the central nervous system (CNS). While the basic machinery of translation is common to all cells, it is regulated by myriad factors, including miRNAs and RNA-binding proteins (RBP) (Kozak, 1992; Gebauer and Hentze, 2004; Sonenberg and Hinnebusch, 2009) which may exhibit brain-specific expression (Dittmar et al., 2006; Nowak and Michlewski, 2013; Ishimura et al., 2014), highlighting the importance of studying regulation of translation in CNS derived cells. Recent work has identified some genes that show altered translation in response to experience dependent transient neural activity *in vivo* (Cho et al., 2015). However, the relative magnitude of transcriptional vs. translational regulation for gene expression has not yet been defined.

Translation is subject to regulation at all steps—initiation, elongation and termination—but most stringently at initiation. Initiation involves first scanning of the 5′ untranslated region (UTR) by a pre-initiation complex (PIC). When the PIC encounters the start codon (AUG), it recruits a 60S subunit and begins translation. Several cis-regulatory features present in the mRNA can influence scanning and hence regulate initiation (Sonenberg and Hinnebusch, 2009). These include upstream open reading frames (uORFs) with AUG codons in the 5′UTR that act as sinks for the scanning PIC (Calvo et al., 2009); 5′UTR secondary structures that can hinder the loading of the PIC onto the 5′UTR and subsequent scanning (Babendure et al., 2006); and Kozak consensus sequences which facilitate the recognition of appropriate AUGs by the PIC (Kozak, 2002). Recent work using ribosome profiling/ribosome footprinting (RF) (Ingolia et al., 2009), the deep sequencing of ribosome-protected RNA fragments to quantify ribosomal occupancy across transcripts, has led to new insights in this area. Unanticipated observations from RF in non-CNS systems include widespread use of alternative initiation codons (Ingolia et al., 2009; Lee et al., 2012), and utilization of uORFs in 5′UTRs (Ingolia et al., 2011). However, the impact of uORFs in the 5'UTRs on regulation of translation in response to neural activity has not yet been examined.

Here we studied regulation of translation in mixed neuron-glia cultures, *in vitro* paradigms known to allow robust synaptic maturation of neurons (Eroglu and Barres, 2010). Specifically, we paired RF and RNAseq with KCl depolarization of these cultures, to quantitatively compare the extent of transcriptional vs. translational regulation, and to identify elements that might mediate translational changes specifically. We found that: (i) an even higher proportion of genes are altered translationally than is evident from transcription alone, (ii) overall translation is reduced in response to sustained neuronal stimulation, (iii) as many as 40% of mRNAs showing a change in translation do so independently of changes in mRNA levels, (iv) models taking into account 5′UTR secondary structure and uORFs together can explain a portion of this regulation, and (v) downregulated transcripts are significantly enriched in targets of the RBP *Fragile X Mental Retardation Protein* (FMRP).

## Materials and methods

### Animal research committees

All procedures involving animals were approved by the Animal Studies Committee of Washington University in St. Louis.

### Culture

Primary CNS cells were isolated from cortices of P0 FVB mouse pups of both sexes. Pups were euthanized and cortices were dissected in Hanks's Balanced Salt Solution with glucose and chopped into small pieces with a sterile scalpel blade. The tissue was dissociated in papain for 30 min at 37°C. After inactivating papain, tissue was triturated using a fire polished sterile glass pipette and re-suspended cells were maintained in Neurobasal medium supplemented with B27, 2 mM L-glutamine, 5% heat inactivated horse serum, 100 U/ml penicillin and 100 ug/ml streptomycin. Live cells were counted by staining with trypan blue dye and approximately 7.5 million cells were seeded per well on a 6-well tissue culture plate previously coated with poly-L-ornithine at 0.1 mg/ml (Sigma P4957) and mouse laminin at 10 ug/ml (Invitrogen). Cells were maintained at 37°C, 5% CO_2_, changing half of the medium every second day for 7 days to allow the expansion of glia and maturation of neurons. After 7 days *in vitro*, cells were depolarized by adding KCl to a final concentration of 55 mM in the medium for 3 h. Cells were treated with cycloheximide (100 ug/ml; Sigma) for 7 min before lysis was performed for RNAseq and RF.

### Immunofluorescence

Sterile coverslips coated with poly-L-ornithine and mouse laminin were taken in a 12-well plate, and primary CNS cells were cultured as described above. On day 7, cultures were fixed with 4% paraformaldehyde at room temperature for 20 m and washed twice with phosphate buffer saline (PBS). Cultures were then blocked with 5% normal donkey serum in 0.3% Triton® X-100 at room temperature for 1 h, incubated with primary antibody in block at 4°C overnight, washed three times with PBS, incubated with Alexa fluorophore-conjugated secondary antibodies (1:500, Invitrogen) in block at room temperature for 1 h, washed twice with PBS, incubated with DAPI (Sigma, D9542, 300 nM) at room temperature for 5 m, washed twice with PBS, and finally mounted for confocal imaging. Primary antibodies and dilutions were: Mouse anti-NeuN (Millipore, MAB337, 1:500), Rabbit anti-Aqp4 (SantaCruz, sc-20812, 1:100), and Mouse anti-GFAP (Sigma, G3893, 1:200).

### RF and RNAseq library construction

RF was conducted as described by Ingolia et al. (2011). Briefly, cell lysates were treated with DNase and clarified, and a portion was taken for RNAseq analysis. Remainder was treated with RNase I (100 U/ul; Invitrogen) for 45 min at room temperature, followed by inactivation of the RNase I with SUPERase-In (Thermo Fisher). Ribosomes and protected mRNA fragments were then pelleted with ultracentrifugation on 1 M Sucrose cushion at 200,000 g for 4 h at 4°C. RNA was isolated from the pellet using miRNeasy kit from Qiagen, and ribosome protected fragments (26–34-nucleotides (nt) size) were selected on a 15% polyacrylamide TBE-urea gel. After dephosphorylation, linker ligation was performed at room temperature for 2.5 h using miRNA cloning linker (NEB). Linker ligated product was separated from unligated product on a 15% polyacrylamide gel, and reverse transcription was performed using SuperScript III (Invitrogen). Leftover RNA was hydrolyzed with 1N NaOH and the cDNA was circularized using CircLigase (Epicentre). Circularized cDNA was subjected to rRNA depletion using subtractive hybridization with biotinylated rRNA oligo pool. The depleted product was PCR amplified using Phusion polymerase (NEB) and different indexing primers and the final product was purified on 8% polyacrylamide non-denaturing gels. Libraries were analyzed for concentration and fragment size using a high-sensitivity DNA chip on the Agilent BioAnalyzer, and then pooled and sequenced on two lanes of an Illumina Hiseq 2000 system (50 bp, single end).

For RNASeq libraries, DNAse I treated total RNA was purified with RNeasy MinElute columns (Qiagen). We generated double stranded cDNA using Nugen Ovation RNAseq system V2, starting from 68 ng of total RNA. Standard Illumina sequencing libraries were generated from 1 to 2 ug of cDNA, sheared to ~200 nt, and sequenced (50 bp, single end).

### Analysis of sequence data

Using FastQC (version 0.11.2; Babraham Bioinformatics, 2010 website, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) we checked the library size of each of the three replicate samples, and found that replicate 3 in the KCl treatment group had a much lower size compared to other two replicates. We removed this sample for the downstream analysis. For remaining libraries, we trimmed the adapters, including PCR primers, using Trimmomatic (version 0.32) (Bolger et al., 2014). Minimum read lengths were set to 25 nt for RF and 20 for RNAseq after trimming adapters, and for RF, the maximum read length was set to 35. For both RF and RNAseq, we removed reads aligning to rRNA sequence as detected by STAR (version 2.3.1z8) (Dobin et al., 2013). Before mapping the reads, we first removed degenerate sequences from the mouse mm10 transcriptome (Downloaded from Ensembl-release 75) as described (Ingolia et al., 2009; Dunn et al., 2013). We then aligned both RF and RNAseq reads to this non-degenerate transcriptome using bowtie2 (version 2.2.2) (Langmead and Salzberg, 2012) retaining both uniquely mapped and multi-mapped reads. Then, we counted both RF and RNAseq reads using the BEDTools (version 2.20.1) (Quinlan and Hall, 2010) intersect command. For calculating translation efficiency (TE), the ratio of the coding sequence RF reads to RNAseq reads, we removed several positions in the transcriptome: 9 nt before the first nt of each start codon, 15 nt after the last nt of each start codon, 15 nt before the first nt of each stop codon, and 15 nt after the last nt of each stop codon, as described (Dunn et al., 2013).

Using RNAseq, we defined the levels of each transcript as the number of reads mapping to the exonic sequence, in counts per million reads (CPM), then normalized for the length of each transcript, in kilobases (RPKM). For RF, we measured ribosome footprint density for coding sequence (CDS) of each transcript, normalized as above. For all downstream analyses, we focused on 6960 transcripts with robust expression, defined by RNAseq and RF RPKM values of ≥ 10 for at least two samples. Consistent with prior studies, the length of most of our protected fragments is around 30 nucleotides—the expected footprint of a ribosome. Differentially transcribed or translated genes were identified using a permuted *t*-test with replacement after integration into a digital gene expression object using the edgeR package (Robinson et al., 2010).

Correlation between mRNA abundance and CDS RF levels was based on the Gamma distribution assumption, and the fit for this generalized linear model was calculated using the definition $R^{2}=1-{SS}_{error}/{SS}_{total}$. For all other linear modeling and ANOVA tests, we ensured that model residuals were approximately normally distributed.

Likely glial and neuronal mRNAs were defined from using the (Zhang et al., 2014) dataset (barreslab_rnaseq.xlsx) from http://web.stanford.edu/group/barres_lab/brain_rnaseq.html. To identify transcripts significantly enriched in each cell type, we used the specificity index (SI) algorithm (Dougherty et al., 2010) with default settings, and a cutoff of *pSI* < 0.05. Raw and analyzed data are available at GEO: GSE77076.

### Metagene analysis

For CDS, in addition to filtering out low expression genes, we also excluded transcripts with a length <2000 nt first. Metagene plots were generated using metagene R package (Beauparlant et al., 2014).

### Linear modeling to predict CDS TE change

Across the 642 transcripts regulated by KCl stimulation, we examined the relationship between log_2_ fold-change in CDS TE and a number of primary sequence features known to regulate translation using linear regression: GC content, number of uAUGs, number of upstream Kozak matches, and length and secondary structure of 5′UTR, CDS, and 3′UTR. To generate a measure of the level of secondary structure, we used the Vienna RNA package (Lorenz et al., 2011) which outputs the free-energy value of the most stable secondary structure for each input sequence. A lower free-energy value indicates a more stable structure.

Specifically, we examined the effect of each predictor in a linear model individually and then used stepwise regression to find the subset of predictors which, when combined in a multivariate linear model, explain the greatest amount of variance in CDS TE change. When choosing the inputs for stepwise regression, we eliminated highly correlated or redundant predictors. For example, we selected number of upstream Kozak matches and omitted number of uAUGs, since the two variables are largely redundant, and the former is a better individual predictor. Additionally, since secondary structure and length were highly correlated (Pearson *r* = 0.94 for 5′UTR, 0.99 for CDS, 0.98 for 3′UTR), we considered a new variable: secondary structure normalized by length. For the 5′UTR, this variable performed better than length or secondary structure alone as an individual predictor and thus was selected as an input to stepwise regression. For the CDS, we selected secondary structure, as it performed better than length or normalized secondary structure in a univariate model. For the 3′UTR, we selected the categorical length variable, as it performed better than continuous length, secondary structure, or normalized secondary structure in a univariate model. Finally, we included a term for the interaction between normalized 5′UTR secondary structure and number of upstream Kozak matches in the stepwise regression input.

### Comparison to miRNA and RBP targets

Predictions for targets of all available mouse miRNAs were downloaded from miRDB (v5.0) (Wong and Wang, 2015). This included 634,009 target predictions for 1912 mouse miRNAs across 18,639 RefSeq transcripts. However, to prevent statistical inflation (Kopp et al., 2015) for all overlap analyses, only the 6960 robustly measurable transcripts were considered. Any target prediction for one of our 6960 transcripts with a confidence of 80 or above was included. BiomaRt was used to map RefSeq IDs from mirDB from Ensembl gene IDs used in our analysis. The set of each miRNAs predicted targets was then tested for overlap with TE regulated genes using a one-tailed Fisher's exact test. Results were corrected for multiple testing correction using Benjamini-Hochberg.

For overlap with CELF4 targets, we used the high-confidence candidates defined by Wagnon et al. (2012), specifically the 2000 highest ranked transcripts from their file S2. For FMRP, we used the 842 transcripts defined as high confidence (*p* < 0.01) targets by Darnell et al. (2011) from their supplemental table 2. For rare *de novo* variant genes in autism, we used the genes in table 4 from Sanders et al. (2015). In each case these were filtered to consider only those transcripts that were robustly measurable in our cultures, then tested using a one-tailed Fisher's exact test for overlap with the translationally regulated genes.

## Results

### Ribosome footprinting of primary cultures

To study regulation of translation in response to neuronal activity, we performed parallel RF and RNAseq in primary neuron-glia mixed cultures (Figures 1A–C). 

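Cortical cells of newborn FVB mice were cultured for 7 days as a mixture of neurons and glia. KCl was then added to some cultures to a final 55 mM for 3 h, and all cultures received cycloheximide, which stalls ribosomes, at 100 ug/ml for 7 min before harvest. RNAseq and RF libraries of 3 untreated cultures (numbered 1, 2 and 3) and 2 KCl-treated cultures (4 and 5) were used here. The paper's methods state that replicate 3 of the KCl group was removed for its low library size. The authors removed rRNA reads, aligned the rest with bowtie2 to the mouse mm10 transcriptome without its degenerate sequences, kept reads that map to several transcripts, and deposited the number of reads counted on each region of each transcript, without normalization. Isoforms of a gene and near-identical genes can therefore share reads. The regions are the 5′UTR, the CDS, the 3′UTR and 1 further region that the paper's text does not name. Counts were listed for 22534 transcripts of 13189 genes, and 22172 of the transcripts (98.4%) were matched to an annotation of the GRCm38 genome, which gave region lengths and coordinates. Between 3056286 and 3629959 reads were counted per RNAseq library and between 1463654 and 7719915 per RF library. Among the untreated cultures the RF depth was 7719915, 6551613 and 1463654 reads, and in the KCl cultures it was 1608235 and 3120710. CDS reads made up between 39.3% and 42.6% of the RNAseq libraries and between 90.5% and 93.3% of the RF libraries. The 5′UTR held between 1.56% and 1.70% of RNAseq reads and between 6.04% and 8.56% of RF reads. The 10 transcripts with the most reads took between 3.17% and 3.55% of each RNAseq library and between 5.14% and 5.47% of each RF library. The regions were told apart by their share of reads against annotated lengths and by the paper's supplementary RPKM, since the counts carry only a letter for each region. No term for sequencing lane or batch was used in the fits here.

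**Figure D1:**
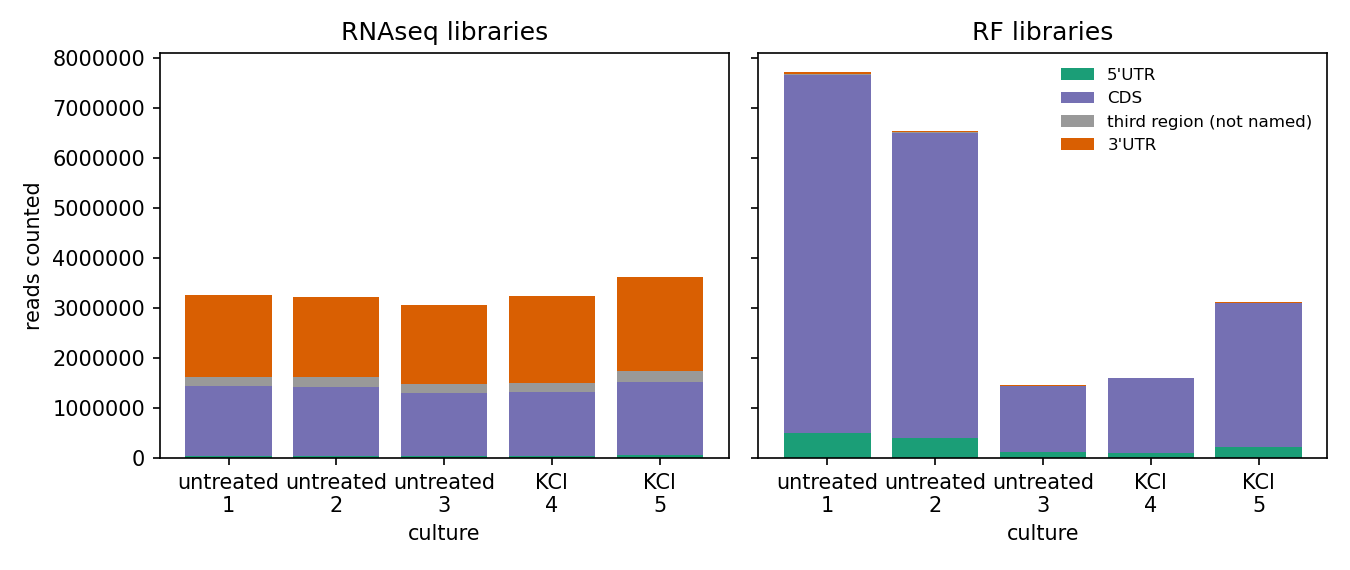
Reads counted per library for the RNAseq libraries (left) and the RF libraries (right) of the 3 untreated and 2 KCl-treated cultures, stacked by transcript region. RNAseq libraries hold between 3056286 and 3629959 reads, while RF libraries range from 1463654 reads in untreated culture 3 to 7719915 in untreated culture 1.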

Activity of neurons *in vitro* or *in vivo* has long been known to regulate transcription of specific genes. For example, depolarization of neuronal cultures with KCl induces transcription of immediate early genes such as *c-Fos* (Sheng and Greenberg, 1990; Ghosh and Greenberg, 1995; West et al., 2002). Here, we used the same stimulation paradigm coupled to RF to allow a comparative investigation of translational regulation (Figures 1A,D).

**Figure 1:**
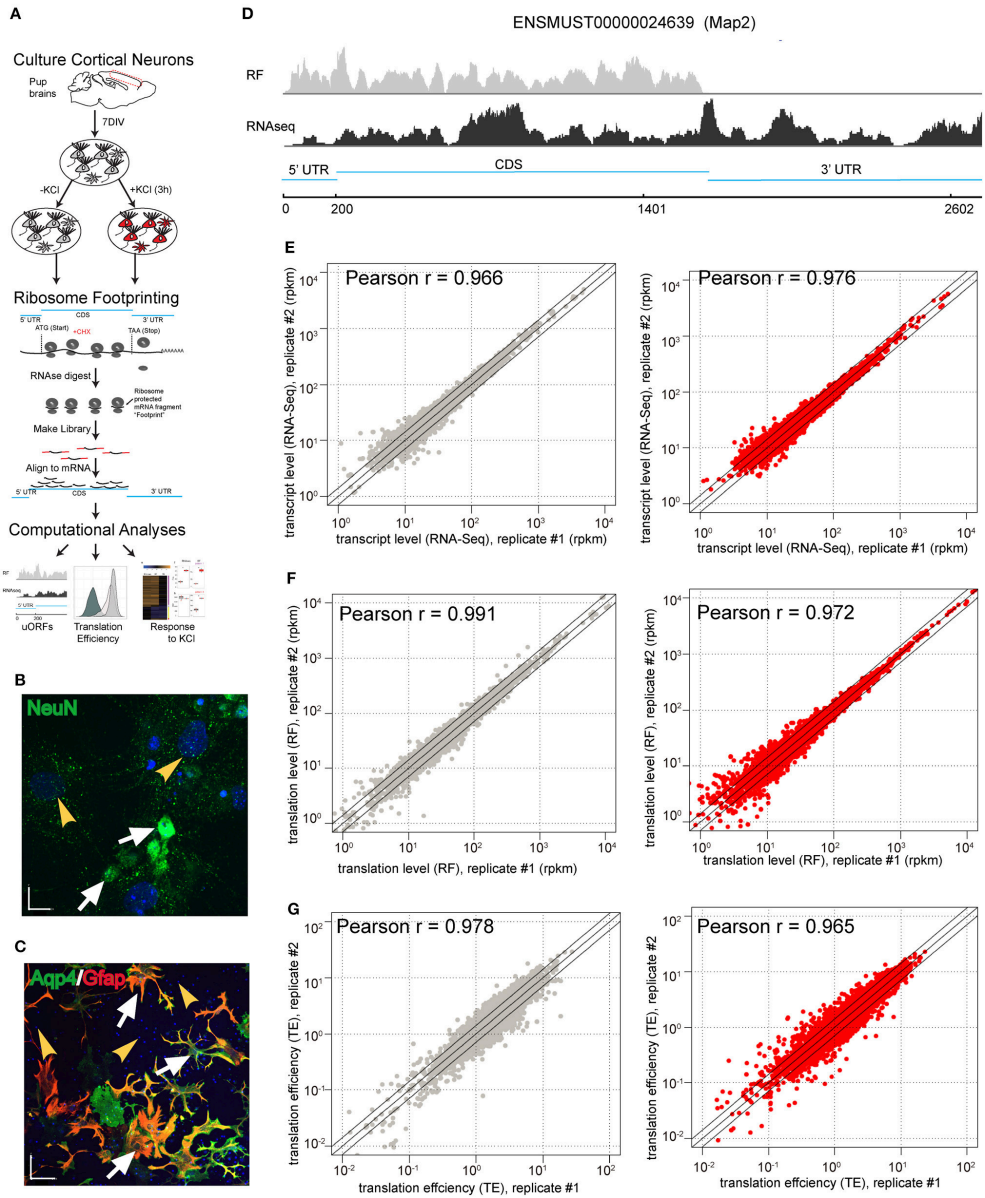
**Ribosome footprinting of primary cultures is reproducible. (A)** Illustration of the experimental design. Primary cultures were derived from mouse brains, matured for 7 days, then replicate cultures were exposed to depolarizing stimuli. Parallel RNAseq (not shown) and RF were conducted to measure transcript abundance and ribosomal occupancy of mRNA, respectively. RF entails harvesting cycloheximide (CHX)-stalled ribosomes, then digesting with RNAse I all mRNA except fragments physically protected by ribosomes. Libraries were prepared from protected fragments and aligned to the transcriptome, enabling downstream computational analyses. **(B,C)** 7-day primary cultures containing a mixture of neurons and glia. **(B)** Immunostaining for NeuN confirms the presence of neurons (white arrows) as well as non-neuronal cells (yellow arrowheads). (Blue is DAPI staining for nuclei; Scale bar = 17 μM) **(C)** Double immunostaining for Aqp4 and GFAP reveals astrocytes (white arrows) and putative non-glial cells (yellow arrowheads). (Blue is DAPI staining for nuclei; Scale bar = 70 μM). **(D)** Screenshot of RNASeq read depth in counts per million (CPM), showing fragments covering the entirety of a representative mRNA (bottom), and RF read depth, showing coverage only of CDS and 5'UTR (top) using *Map2* gene. **(E–G)** Scatterplots comparing the replicate cultures show high levels of reproducibility for **(E)** transcript levels, **(F)** RF densities as well as **(G)** TE in both untreated (gray) and KCl-treated samples (red) (all Pearson *r* > 0.96).

First, we established that RF allows for reproducible measures of translation (ribosomal occupancy) in this culture system. Normalization and removal of transcripts with low read counts as described in prior RF studies (Ingolia et al., 2009, 2011; Dunn et al., 2013; Gonzalez et al., 2014) resulted in 6960 measurable transcripts. 

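RPKM were computed from the deposited counts, for RNAseq from the reads on all regions over the transcript length and for RF from the CDS reads over the CDS length. A transcript was kept when both its RNAseq and its RF RPKM were at least 10 in the same culture, in at least 2 cultures. This left 7262 transcripts of 4370 genes. Of these, 4535 transcripts (62.4%) came from genes with more than 1 measured transcript, so the transcripts are not independent of one another. The median measured transcript had between 189 and 219 reads per RNAseq library and between 70 and 379 CDS reads per RF library. Without a filter beyond 1 read in any library 22374 transcripts entered, and 2469 had at least 100 reads in all 10 libraries.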

Replicates showed high reproducibility in our measures of transcript abundance (RNAseq) or ribosomal occupancy (RF) with or without KCl treatment (Pearson *r* > 0.966, Figures 1E,F). 

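Pearson's r of log10 RPKM was computed across the 7262 transcripts for each of the 4 pairs of cultures with the same treatment, and transcripts are not independent replicates. For RNAseq, r ranged from 0.967 for untreated cultures 1 and 2 to 0.979 for untreated cultures 2 and 3, and it was 0.977 for the KCl cultures. For RF, r ranged from 0.970 for untreated cultures 2 and 3 to 0.982 for untreated cultures 1 and 2, and it was 0.981 for the KCl cultures. Ranks gave the lowest RNAseq value, with a Spearman ρ of 0.944 for untreated cultures 1 and 2. With all transcripts that had at least 1 read in every library, the lowest r was 0.959 for RNAseq and 0.962 for RF.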

To identify transcripts subject to translation regulation, we also calculated a measure of ribosomal density—“translation efficiency” (TE): the ratio of CDS ribosomal occupancy to transcript abundance. As such, it is an estimate of the number of ribosomes bound to each copy of a particular mRNA in the cells. 

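TE was taken in each culture as the CDS RF RPKM over the RNAseq RPKM of the culture with the same number, a pairing taken from the sample labels. Across the 7262 transcripts, Pearson's r of log10 TE was 0.908 for untreated cultures 1 and 2, 0.908 for 1 and 3, 0.916 for 2 and 3, and 0.938 for the KCl cultures. On the linear scale the lowest r was 0.886. With all transcripts that had at least 1 read in every library it was 0.823.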

TE was also highly reproducible (Pearson *r* > 0.965, Figure 1G).

Next, we examined the basic features of translation in this culture system. Similar to RF studies in other systems (Ingolia et al., 2009, 2011; Dunn et al., 2013; Gonzalez et al., 2014) the distribution of TE spans more than three orders of magnitude (Figure 2A), indicating substantial differences in baseline TE across different transcripts. 

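The mean TE of the 3 untreated cultures ranged from 0.0289 to 34.5 across the 7262 transcripts, with a median of 1.69, which is a span of 3.08 orders of magnitude. In single untreated cultures the span lay between 2.971 and 3.304 orders of magnitude, and in the KCl cultures it was 3.19 and 3.15. The middle 95% of transcripts lay between 0.406 and 6.54, a span of 1.21 orders of magnitude.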

We also calculated ribosomal occupancies and densities in the 5′ and 3′UTRs. 

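Region values were computed for the 6423 measured transcripts with 5′UTR and 3′UTR of at least 50 nt, as the RF reads per nt of the region over the RNAseq reads per nt of the whole transcript, each scaled to its library total. The median TE of the CDS was 1.71, 1.71 and 1.67 in untreated cultures 1, 2 and 3. The median TE of the 5′UTR was 0.599, 0.471 and 0.733 in the same cultures. In the 3′UTR the median was 0.0, because between 55.3% and 69.5% of the transcripts had no 3′UTR footprint in an untreated culture, and the mean was between 0.0119 and 0.0196. All 3 untreated cultures and both KCl cultures had this order of CDS, 5′UTR and 3′UTR. Pooled over transcripts, the footprint density of the 5′UTR was between 0.416 and 0.614 of that of the CDS, and the density of the 3′UTR was between 0.00377 and 0.00746 of it. Untreated culture 3, with the fewest footprints of the 3 untreated cultures, had the highest 5′UTR and 3′UTR values.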

We found that TEs of the CDS and 5′UTRs are higher than 3′UTR (Figure 2B), consistent with prior studies. Also, a metagene analysis of our RF data showed the expected peaks at both the start codon and stop codons (Figure 2C).

**Figure 2:**
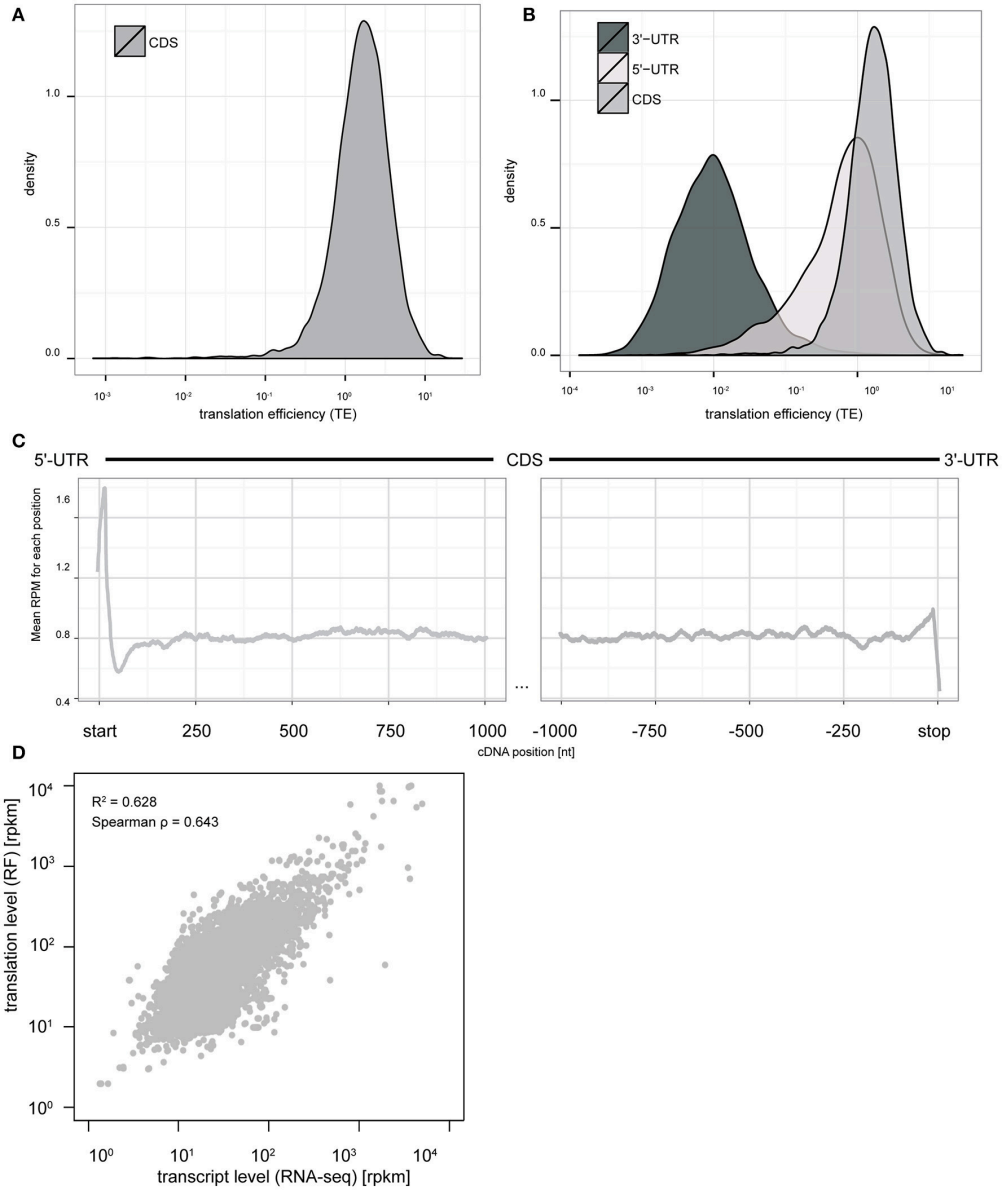
**Ribosome footprinting of primary cultures allows nucleotide resolution analysis of translation levels and efficiency. (A)** The distribution of TE measures across CDS of all transcripts spans more than three orders of magnitude (log_10_ scale). **(B)** Comparison of TE distributions between UTRs and CDS indicates efficient ribosomal occupancy of both CDS and 5′UTR, but not 3′UTR. **(C)** Metagene analysis at nucleotide resolution indicates a peak of ribosome footprints at the start codon and stop codon consistent with initiation and termination being slower than elongation rates (y-axis: mean CPM across all transcripts with CDS length >= 2000 bps. x-axis: nucleotide position relative to start/stop codons). **(D)** Scatterplot comparing transcript levels for mRNAs (RNAseq, in log_10_ RPKM scale) to translation levels (RF, in log_10_ RPKM scale). Fitting a model indicates variation in transcript levels can account for 62.8% of the variance in translation levels (*p* < 2e–16).

Finally, we sought to compare the relative contribution of transcript abundance vs. translational regulation in the baseline translation levels as estimated from ribosome occupancy. 

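Mean RPKM of the 3 untreated cultures were compared across the 7262 transcripts, which are not independent replicates. The Spearman ρ of RF with RNAseq was 0.626, and between 0.589 and 0.641 in the single cultures. A Gamma regression of RF on log RNAseq with a log link, scored as 1 minus the ratio of residual to total sum of squares as in the paper's methods, accounted for 53.2% of the variance, and for between 46.2% and 53.1% in the single cultures. The paper's text does not name the link. With an identity link the value was 60.6%, with 1 transcript per gene it was 63.4%, and with all transcripts that had at least 1 read in every library it was 46.0%. Least squares on log10 values gave 53.1%.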

While we found that transcript abundance and ribosomal occupancy are highly correlated (Spearman ρ = 0.643); a generalized linear regression analysis indicates that transcript abundance only predicts ~60% of the overall ribosomal occupancy across genes (*p* < 2e-16, Figure 2D). This indicates that roughly 40% of the variance in translation levels is regulated by mechanisms beyond simple alteration of mRNA abundance.

### KCl stimulation of primary neuron-glia cultures alters translation of specific coding sequences

Next, to quantify the extent of regulation of translation by depolarization, we compared the transcript abundance and ribosomal occupancy of stimulated and unstimulated cultures. This allowed us to examine both the global response to stimulation across the genome and study the responses of individual transcripts.

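Counts were compared between the 3 untreated and the 2 KCl-treated cultures with edgeR's quasi-likelihood test after TMM normalization within each assay, with Benjamini-Hochberg adjustment over the 7262 transcripts. RNAseq and RF were each fitted on their own 5 libraries. TE was tested on all 10 libraries as the difference between the KCl effect on RF and on RNAseq, with culture as a block. The same fits were tested on simulated counts with 200 changed transcripts at a log2 fold change of 1.5. At an adjusted p under 0.05 they recovered 100% of the changed transcripts for RNAseq, 99.5% for RF and 98% for TE. Of the calls, 5.21%, 2.45% and 6.67% were false in the same order. The changed transcripts were drawn only from those above a minimum of reads, and all simulated transcripts had the same spread. Recovery among transcripts with few reads was therefore not tested. The TMM factors lay between 1.02 and 1.04 in the untreated libraries and between 0.94 and 0.97 in the KCl libraries of both assays, so that the balance of rises and falls depends on this scaling. An exact permutation test of 3 cultures against 2 has 10 splits and cannot give a p below 0.1.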

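After KCl, 2395 transcripts of 1479 genes differed in RNAseq at an adjusted p under 0.05 (edgeR), 1300 of them higher and 1095 lower. In RF, 2971 transcripts of 1787 genes differed, 1511 higher and 1460 lower. With library totals in place of TMM, 1052 transcripts were higher and 1533 lower in RNAseq, and 1073 higher and 2107 lower in RF, so falls outnumber rises under that scaling. At an unadjusted p under 0.05, the threshold the paper uses, the counts were 3037 transcripts of 1888 genes for RNAseq and 3529 transcripts of 2124 genes for RF. With DESeq2, 2743 and 2854 transcripts had an unadjusted p under 0.05. Resampling of a t statistic with replacement, the kind of test the paper's methods name, gave 943 transcripts for RNAseq and 1166 for RF at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. The exact permutation of the t statistic gave 0 transcripts in either assay, because its smallest p is 0.1, which 2806 transcripts reached in RNAseq and 3293 in RF. When each untreated culture was left out in turn, between 2745 and 3242 transcripts had an unadjusted p under 0.05 in RNAseq and between 3337 and 3654 in RF.

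**Figure D2:**
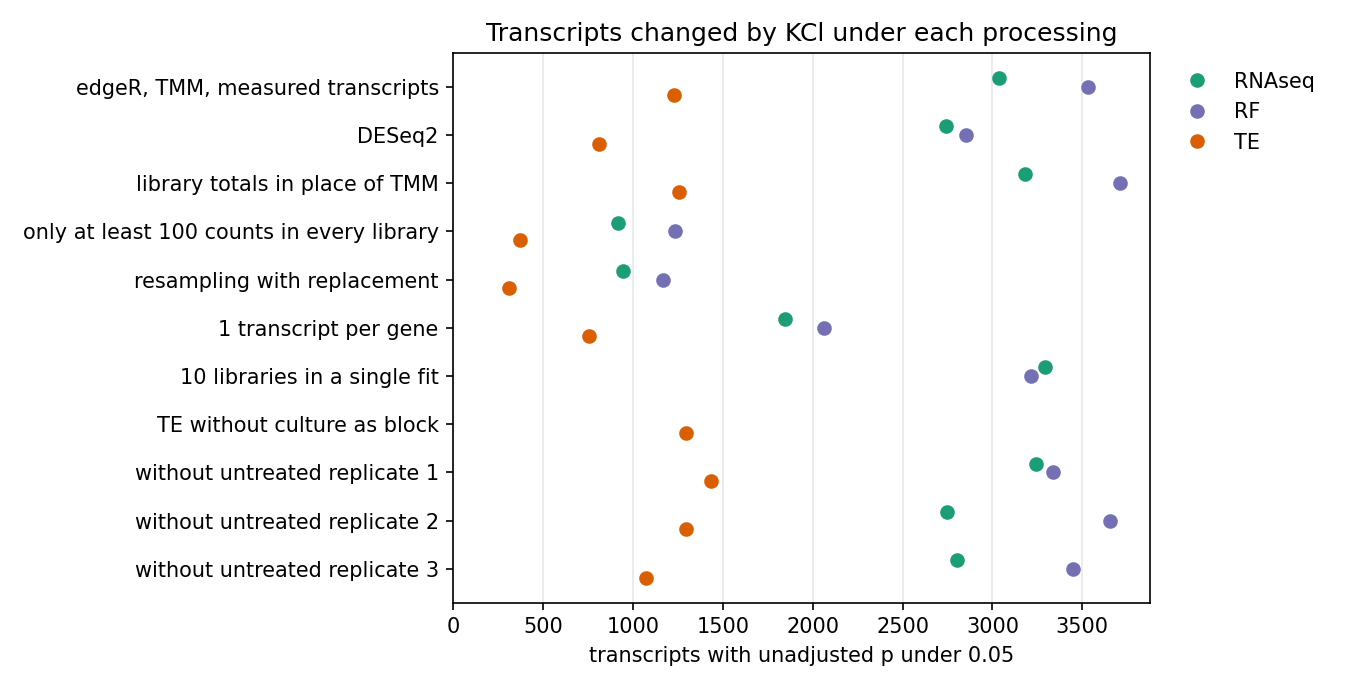
Number of transcripts with an unadjusted p under 0.05 for RNAseq, RF and TE (horizontal axis) under each processing (vertical axis), each point being 1 test across transcripts. RF has more transcripts than RNAseq in every processing plotted with both, from 3037 against 3529 with edgeR to 943 against 1166 with resampling, except in the single fit of 10 libraries, where RNAseq has 3292 and RF 3213.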

Overall, KCl stimulation resulted in a significant alteration in the abundance of 1811 transcripts, corresponding to 1175 genes (Figures 3A,D), and the ribosomal occupancy on CDS of 2446 transcripts, corresponding to 1526 genes (Figures 3B,D). Thus, the cultures show more alterations at the level of translation than are apparent at the level of transcription alone. This difference is largely accounted for by the 642 transcripts, corresponding to 450 genes, that significantly alter their TE (Figures 3C,D), indicating substantial activity-dependent regulation of translation of specific transcripts.

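At an adjusted p under 0.05 (edgeR), 1621 transcripts changed in both RNAseq and RF, 1350 in RF without a call in RNAseq and 774 in RNAseq without a call in RF. RF had 576 more transcripts than RNAseq. In 1 fit of all 10 libraries, in which both assays share an estimate of the spread, RNAseq had 2780 transcripts and RF 2617, so that the order of the assays reversed.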

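TE changed in 421 transcripts of 268 genes at an adjusted p under 0.05 (edgeR, with culture as a block). At an unadjusted p under 0.05 there were 1230 transcripts of 816 genes. Without the replicate block, 420 transcripts passed at an adjusted and 1295 at an unadjusted p under 0.05. The pairing of RNAseq and RF libraries is taken from the sample labels. Deviations of log2 values from the group mean had a mean correlation of -0.0202 between same-numbered RNAseq and RF libraries of the untreated cultures and of 0.0246 in the KCl cultures. Deviations from a mean sum to 0, so differently numbered libraries give no independent comparison, and the counts do not settle which libraries belong together. DESeq2 gave 165 transcripts at an adjusted p under 0.05. Of the 421 transcripts, 212 (50.4%) had no change in RNAseq. Of the 1350 transcripts changed in RF without a call in RNAseq, 209 also changed in TE. The paper reasons from the larger number of transcripts changed in ribosomal occupancy than in abundance, and from the transcripts that change in TE, to a substantial regulation of translation by activity.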

**Figure 3:**
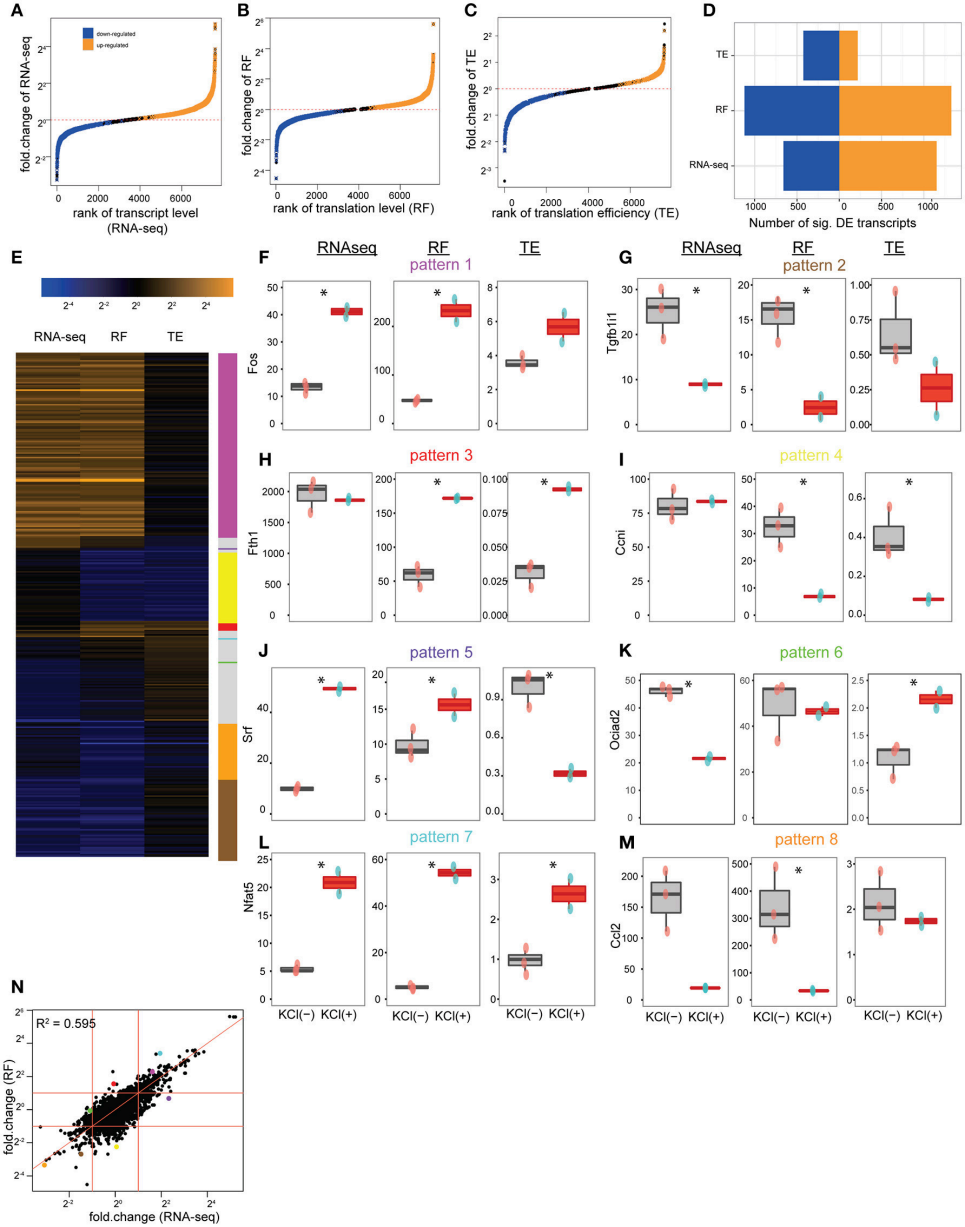
**Depolarization alters the translation of specific transcripts. (A)** Cumulative distribution showing the alteration of transcript levels (RNAseq) by KCl stimulation in culture. One thousand one hundred and fifty-one transcripts, corresponding to 724 genes, were significantly upregulated (orange), and 660 transcripts, corresponding to 451 genes, downregulated (blue) (all unadjusted *p* < 0.05, permuted t-statistic). **(B)** Cumulative distribution showing alteration of translation levels (RF) by KCl stimulation. One thousand three hundred and twenty five transcripts, corresponding to 826 genes, were upregulated, and 1121 transcripts, corresponding to 700 genes, downregulated (all unadjusted *p* < 0.05, permuted t-statistic). **(C)** Cumulative distribution showing alteration of TE by KCl stimulation. Two hundred and eighteen transcripts, corresponding to 164 genes, were upregulated, 424 transcripts, corresponding to 286 genes, downregulated (all unadjusted *p* < 0.05, permuted *t*-statistic). **(D)** Bar plot summarizing number of transcripts being up/downregulated. **(E)** Heatmap of fold-changes (log_2_ scale) for highly altered transcripts (showing those genes with fold-change in top or bottom 5% for RNAseq, RF or TE. In total, there are 344 transcripts as rows, corresponding to 229 unique genes). **(F–J)** KCl stimulation (red boxplots) can separately regulate transcript levels and translation levels of individual CDS shown in E [^*^represents unadjusted *p* < 0.05, permuted t-statistic; num_of_sample = 3 for untreated (pink-dots) and num_of_sample = 2 for KCl-treated (blue-dots) samples]. **(F)** The immediate early gene, *Fos*, is representative of a class of genes (magenta line) where both transcript levels (RNAseq) and translation levels (RF) were increased by KCl stimulation, but TE wasn't significantly affected. **(G)** *Tgfb1i1* exemplifies those CDS (tan line) that decreased transcription and translation levels after KCl stimulation, but didn't alter TE. **(H)** *Fth1* is representative of the class of genes (red line) that specifically increased TE in response to KCl stimulation. **(I)** *Ccni* downregulated translation levels (RF) while transcript levels were constant (yellow line). **(J)** *Srf* (purple line) and **(K)** *Ociad2* (green line) show a homestatic-like response where large magnitude changes in transcript abundance are countered by changes in TE resulting in relatively less change in overall translation (RF) **(L)** *Nfat5* (cyan line) and **(M)** *Ccl2* (orange line) show synergistic-like responses where changes in both transcript abundance and TE occur in concert resulting in an amplification of the change in translation overall. **(N)** Scatterplot comparing the log_2_ fold-changes in transcript levels and translation levels following KCl stimulation. Fitting a linear model indicates that changes in transcript level can account for 59.5% of the change in translation level (*p* < 2e-16). Red diagonal line represents intercept = 0, slope = 1. Red horizontal and vertical lines represent fold-change = 2 and 1/2. Dots represent transcripts highlighted in **(F–M)** with consistent pattern-coding colors.

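The largest RNAseq rises among transcripts with an adjusted p under 0.05 (edgeR) and both KCl cultures above all 3 untreated cultures were those of Nr4a2, with a log2 fold change of 5.17 (standard error 0.21), Crem (3.801), Csrnp1 (3.44), Maff (3.44) and Mafk (3.11). Nr4a2, on chromosome 2 from 57106830 to 57115038 of GRCm38, had 6.32 ± 1.61 normalized CPM (reads scaled to the TMM library size; SD, n = 3) in untreated and 230 ± 20.5 (SD, n = 2) in KCl cultures. Standard errors of edgeR fold changes, here and below, were derived from the fold change and the F statistic of its test, not taken from the fit. The transcript of Crem named here is 1 of 15 measured transcripts of that gene, which can share reads. The largest falls were those of Dguok (-3.24), Ccl2 (-3.09), Ccl7 (-3.04), Ppp1r3c (-2.88) and Hes5 (-2.60). Ccl2 and Ccl7 are paralogs next to each other on chromosome 11. Dguok had between 47 and 65 reads in the untreated cultures and 5 and 7 in the KCl cultures.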

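In RF, Nr4a2 (log2 fold change 6.01), Nfat5 (3.71), Maff (3.61), Crem (3.57) and Wsb1 (3.51) rose most among transcripts with an adjusted p under 0.05 (edgeR) and both KCl cultures above all untreated cultures. Rpp38 (-4.45), Ccl2 (-3.31), Smim3 (-3.11), Ccl7 (-3.02) and Ppp1r3c (-2.94) fell most. Rpp38 had 103, 119 and 22 CDS footprints in untreated cultures 1, 2 and 3 and 1 and 2 in the KCl cultures. Smim3 had 37, 54 and 6 footprints in the untreated cultures and 0 and 3 in the KCl cultures, so its fold change rests on few reads and reached -7.71 with 1 KCl culture left out.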

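Of the 1230 transcripts with an unadjusted p under 0.05 for TE (edgeR), 515 rose and 715 fell. Of the 421 with an adjusted p under 0.05, 111 rose and 310 fell. With each untreated culture left out in turn, between 66 and 201 rose and between 225 and 346 fell at that threshold. Ddit3 (log2 fold change 2.70), Dguok (2.11), Nfat5 (1.95), Wsb1 (1.71) and Fth1 (1.58) rose most among those of the 421 with both KCl cultures above all untreated cultures. Rpp38 (-3.28), Ccni (-2.24), Smo (-2.24), Ei24 (-2.07) and Fam81a (-2.04) fell most. With DESeq2 the adjusted p was 0.0658 for the TE of Rpp38 and 0.0733 for that of Dguok. Ddit3 had only 7, 13 and 5 CDS footprints in the untreated cultures and 18 and 24 in the KCl cultures, and its RNAseq log2 fold change was -0.12 (adjusted p = 0.778, edgeR). The rise of Dguok came with a fall of its RF by 1.12 that was smaller than the fall of its RNAseq by 3.24 on the log2 scale.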

Individual transcripts responded to depolarization in a variety of ways, as illustrated in Figure 3E. For example, the immediate early gene *Fos* is induced transcriptionally by depolarization. It is representative of genes (magenta line) where both transcript abundance and ribosomal occupancy were increased in a fairly proportional manner, but TE was not significantly affected (Figure 3F). Thus these genes appear to be upregulated primarily by increasing transcript levels, with increases in translation largely following passively. 

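Fos lies on chromosome 12 of GRCm38 from 85473890 to 85477273 and was measured by a transcript of 4 exons. RNAseq gave 37.5 ± 5.72 normalized CPM (SD, n = 3) in untreated and 113 ± 7.77 (SD, n = 2) in KCl cultures, a log2 fold change of 1.59 (standard error 0.18, adjusted p = 2.9e-09 from edgeR's quasi-likelihood test). RF rose from 68.8 ± 7.11 to 335 ± 48.6, a log2 fold change of 2.33 (standard error 0.12, adjusted p = 4e-15, edgeR). TE values of named genes, here and below, are ratios of CDS RF to RNAseq normalized CPM, without the lengths that enter RPKM. They cannot be set against the TE range across all transcripts, which used RPKM. The TE of Fos was 1.85 ± 0.212 (SD, n = 3) without and 2.99 ± 0.636 (SD, n = 2) with KCl, a log2 fold change of 0.70 (standard error 0.23) with both KCl cultures above all untreated cultures. Its adjusted p was 0.0387 in edgeR, 0.16 in DESeq2, and 0.126 in edgeR without untreated replicate 2.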

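The most abundant measured transcript of Tgfb1i1 lies on chromosome 7 of GRCm38 from 128246871 to 128253712 and is 1 of 6 measured transcripts of the gene. Its RNAseq fell from 75.8 ± 16.9 normalized CPM (SD, n = 3) to 25.1 ± 1.80 (SD, n = 2), a log2 fold change of -1.59 (standard error 0.21, adjusted p = 1.5e-07, edgeR). RF fell from 35.0 ± 1.89 to 6.65 ± 4.37, a log2 fold change of -2.22 (standard error 0.29, adjusted p = 5.1e-07, edgeR). The KCl cultures had 4 and 21 footprints on the CDS. The log2 fold change of TE was -0.71 (standard error 0.40, adjusted p = 0.354, edgeR), and it ranged from -1.64 to -0.34 with 1 culture left out.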

Likewise, Transforming Growth Factor Beta 1 Induced Transcript 1 (*Tgfb1i1*) is representative of genes (tan line) that are transcriptionally downregulated without significant change in TE, and thus exhibit a simple corresponding downregulation of translation (Figure 3G). In contrast, there are genes that appear to be regulated only via alteration in translation without change in transcript levels (red and yellow lines). For example, administration of iron is known to upregulate Ferritin protein by inducing the recruitment of existing *Fth1* mRNA to ribosomes, thus increasing translation (Zähringer et al., 1976). 

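The Fth1 gene lies on chromosome 19 of GRCm38 from 9982646 to 9985098, and its 5′UTR in the measured transcript is 224 nt long. RNAseq gave 2237 ± 273 normalized CPM (SD, n = 3) in untreated and 2095 ± 32.9 (SD, n = 2) in KCl cultures, a log2 fold change of -0.09 (standard error 0.13, adjusted p = 0.609, edgeR). RF rose from 39.8 ± 7.34 to 118 ± 1.31, a log2 fold change of 1.51 (standard error 0.15, adjusted p = 4e-09, edgeR). TE rose from 0.0181 ± 0.00445 to 0.0565 ± 0.00151, a log2 fold change of 1.58 (standard error 0.19, adjusted p = 4.3e-13, edgeR) that stayed between 1.46 and 1.69 with each culture left out in turn. The RF values rest on 238, 228 and 34 footprints in the untreated and 132 and 257 in the KCl cultures. The authors removed degenerate sequences before alignment, and how many Fth1 footprints this excluded cannot be told from the counts.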

In our cultures, we see a robust increase in TE of the *Fth1* mRNA in response to stimulation, without change of transcript abundance (Figure 3H), suggesting that one of the effects of KCl stimulation of neurons and glia is enhanced recruitment of *Fth1* mRNA to ribosomes. Similarly, the orphan cyclin *Ccni* (Figure 3I) is representative of translationally downregulated genes with decreased ribosomal occupancy, yet no observed change in transcript abundance measured by RNASeq. Furthermore, there are classes of genes that show even more complicated regulation (purple and green lines). 

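Ccni, on chromosome 5 of GRCm38 from 93181933 to 93206495, was measured by 1 transcript, whose 5′UTR holds 4 upstream AUGs and 1 upstream Kozak match. Its RNAseq was 299 ± 46.1 normalized CPM (SD, n = 3) in untreated and 305 ± 3.06 (SD, n = 2) in KCl cultures, a log2 fold change of 0.03 (standard error 0.14, adjusted p = 0.901, edgeR). RF fell from 45.8 ± 6.77 to 9.78 ± 1.26, a log2 fold change of -2.23 (standard error 0.24, adjusted p = 2.3e-08, edgeR). The log2 fold change of TE was -2.24 (standard error 0.29, adjusted p = 2.4e-11, edgeR), between -2.43 and -2.00 with each culture left out in turn. Its CDS had 261, 260 and 42 footprints in the untreated and 10 and 23 in the KCl cultures.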

For example, genes such as *Srf* (Figure 3J) or *Ociad2* (Figure 3K) show homeostatic-like regulation, whereby an increase (or decrease) in ribosomal occupancy upon stimulation appears to compensate for a decrease (or increase) in transcription as measured by changes in RNASeq. Thus, RNA abundance can change but putative protein synthesis remains relatively unaltered with no net change of RF levels. 

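Srf, on chromosome 17 of GRCm38 from 46548329 to 46556175, rose in RNAseq from 53.4 ± 5.55 normalized CPM (SD, n = 3) to 263 ± 6.67 (SD, n = 2), a log2 fold change of 2.30 (standard error 0.15, adjusted p = 1.4e-15, edgeR). Its RF also rose, from 19.0 ± 5.48 to 29.9 ± 4.24, a log2 fold change of 0.75 (standard error 0.24, adjusted p = 0.014 in edgeR and 0.0784 in DESeq2), with both KCl cultures above all untreated cultures. The log2 fold change of its TE was -1.60 (standard error 0.28, adjusted p = 3.4e-06, edgeR). Ociad2, on chromosome 5 from 73322199 to 73338992, fell in RNAseq from 131 ± 3.70 to 60.5 ± 2.16, a log2 fold change of -1.12 (standard error 0.16, adjusted p = 6.2e-07, edgeR). Its RF was 28.1 ± 5.64 without and 27.0 ± 1.78 with KCl, a log2 fold change of -0.12 (standard error 0.21, adjusted p = 0.685, edgeR). Its TE rose from 0.214 ± 0.0466 to 0.448 ± 0.0453, a log2 fold change of 1.02 (standard error 0.29) with an adjusted p of 0.0131 in edgeR, 0.0687 in DESeq2 and 0.0718 in edgeR without untreated replicate 3. At an adjusted p under 0.05 (edgeR), 172 transcripts of 108 genes changed in TE against the direction of their RNAseq change.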

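The most abundant measured transcript of Nfat5 lies on chromosome 8 of GRCm38 from 107293470 to 107379516 and is 1 of 4 measured transcripts of the gene, which can share reads. RNAseq rose from 75.1 ± 15.5 normalized CPM (SD, n = 3) to 253 ± 18.3 (SD, n = 2), a log2 fold change of 1.75 (standard error 0.15, adjusted p = 5.8e-12, edgeR). RF rose from 29.6 ± 6.10 to 319 ± 24.4, a log2 fold change of 3.53 (standard error 0.13, adjusted p = 8e-18, edgeR). The log2 fold change of TE was 1.75 (standard error 0.22, adjusted p = 2.5e-12, edgeR) and stayed between 1.45 and 1.90 with each culture left out in turn. Ccl2 lies on chromosome 11 from 82035571 to 82037453. RNAseq fell from 176 ± 51.2 to 20.5 ± 0.0183, a log2 fold change of -3.09 (standard error 0.22, adjusted p = 1.5e-14, edgeR), and RF fell from 191 ± 67.9 to 18.9 ± 1.53, a log2 fold change of -3.31 (standard error 0.58, adjusted p = 0.0151, edgeR). The TE of Ccl2 was 1.09 ± 0.272 without and 0.919 ± 0.0754 with KCl, a log2 fold change of -0.22 (standard error 0.30, adjusted p = 0.78, edgeR), a difference smaller than the spread between the untreated cultures. At an adjusted p under 0.05, 37 transcripts of 24 genes changed in RNAseq and in TE in the same direction, 24 of them upward and 13 downward.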

Finally, genes like *Nfat5* (Figure 3L) and *Ccl2* (Figure 3M), show an amplification response, whereby both transcript abundance and TE change in concert to either dramatically amplify (cyan line) or suppress (orange line) translation levels.

Overall, this provides additional evidence for the importance of activity-dependent regulation of translation as a mechanism for regulating protein levels following stimulation. Fitting a linear model to predict the fold-change in translation level (RF) by change in transcript abundance indicates that roughly 40% of the change in ribosomal occupancy in response to stimulation is not due to changes in mRNA abundance (Figure 3N). This supports the existence of substantial regulation of translation of specific transcripts in response to activity that parallels the well-characterized epigenetic and transcriptional responses (Sheng and Greenberg, 1990; West et al., 2002; Malik et al., 2014). 

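Fold changes of the group means of TMM-normalized values were compared across the 7262 transcripts, which are not independent replicates. Least squares of the RF change on the RNAseq change accounted for 59.6% of the variance and left 40.4%, with a slope of 0.83 and an intercept of -0.03 on the log2 scale. For single pairs of 1 untreated and 1 KCl culture, of which there are 6, R2 lay between 43.8% and 49.0%. With 1 culture left out it lay between 52.9% and 58.6%. With all transcripts that had at least 1 read in every library it was 40.4%. The change had the same sign in both assays for 73.1% of the transcripts. An RF change of more than 2-fold was found in 716 transcripts and an RNAseq change of more than 2-fold in 568.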

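At an adjusted p under 0.05 (edgeR), 3514 of the 7262 transcripts (48.4%) had no change in RNAseq, RF or TE. RNAseq and RF changed in the same direction without a change in TE in 1525 transcripts. In 661 transcripts (9.10%) RNAseq alone changed, and in 1141 (15.7%) RF alone did. TE changed without RNAseq in 212 transcripts (2.92%), against the RNAseq change in 172 (2.37%) and with it in 37 (0.51%).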

While we have highlighted examples that have relatively simple interpretations (Figures 3F–M), we note that the responses across transcripts do not fall into discrete clusters, but represent a continuum of different transcriptional and translational responses (Figures 4A,B). Nevertheless, the diversity of different responses indicates that there are multiple mechanisms of translational control downstream of stimulation, and that they are sequence specific.

**Figure 4:**
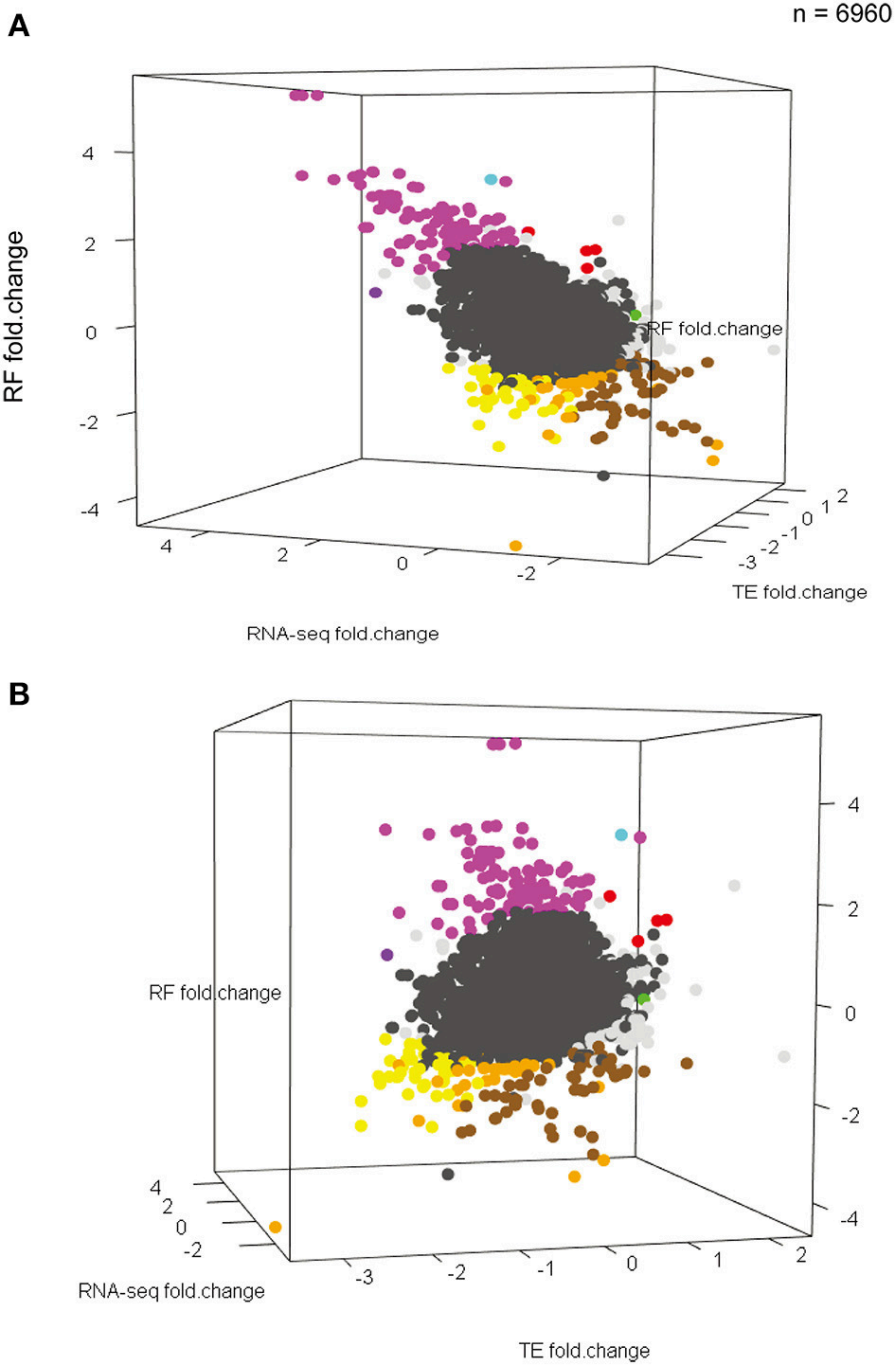
**KCl stimulation results in a continuum of different transcriptional and translational responses. (A,B)** Two different perspectives of a three-dimensional scatterplot showing the distribution of RNAseq changes, RF changes, and TE changes (all in log_2_ scale) in response to KCl stimulation for all 6960 measurable transcripts. Points for transcripts changing significantly in any dimension are bold. Colors correspond to patterns in Figure 3 (Note: Darker-gray dots represent the rest of 6616 transcripts). Though a range of patterns is seen, responses do not fall into apparently discrete clusters.

As our cultures contained both neurons and glia (Figures 1B,C) we also examined separately the responses of transcripts that are likely derived from each cell type. 

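Among the 1905 measured transcripts that the table of cell types covers here, 353 were listed for glia, made up of 124 for astrocytes, 106 for microglia, 35 for oligodendrocyte precursors, 16 for newly formed and 72 for myelinating oligodendrocytes, and 65 were listed for neurons. The table as obtained covers fewer transcripts than the 6960 of the paper, so these numbers are lower than those behind the paper's values. Gfap, on chromosome 11 of GRCm38 from 102887336 to 102897131, had 6310 ± 909 normalized RNAseq CPM (SD, n = 3) in untreated and 5195 ± 375 (SD, n = 2) in KCl cultures, a log2 fold change of -0.28 (standard error 0.13, adjusted p = 0.103, edgeR). Its RF log2 fold change was 0.01 (standard error 0.07, adjusted p = 0.931, edgeR). Snap25, on chromosome 2 from 136713453 to 136782428, had an RNAseq log2 fold change of 0.14 (standard error 0.36, adjusted p = 0.803, edgeR) with 89.9 ± 49.2 normalized CPM in the untreated cultures. Its RF rose by a log2 fold change of 0.88 (standard error 0.28, adjusted p = 0.0318, edgeR), and its TE by 0.76 (standard error 0.26, adjusted p = 0.0513, edgeR). The adjusted p of its RF was 0.0507 with library totals, 0.245 in a single fit of all 10 libraries and 0.0687 without untreated replicate 3 (edgeR).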

First, using benchmark data from the major CNS cell types *in vivo* (Zhang et al., 2014), we defined sets of transcripts typically enriched in each cell type (e.g., Gfap, in astrocytes, Snap25 in neurons, Table S1), and separately assessed the ability of mRNA abundance to predict ribosome occupancy for the neuronal and glial transcript lists. For the glial specific transcripts, mRNA abundance predicted 67% of the variance in occupancy at baseline and 69% of the change in RF in response to stimulation (Figure S1). Interestingly, for the neuronal specific transcripts, mRNA abundance was less predictive of ribosome occupancy: predicting 43% at baseline and 53% of the change in occupancy with depolarization (Figure S1). This is consistent with post-transcriptional regulation being more important in neurons than in glia generally, with >50% of the variance in the baseline ribosome occupancy on the neuronal transcripts not being explained by transcript abundance.

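Least squares of log10 RF on log10 RNAseq RPKM, over the means of the untreated cultures, gave an R2 of 62.8% for 353 glial transcripts and 54.4% for 65 neuronal transcripts. The difference of 8.38 percentage points was not larger than that of shuffled groups (two-sided permutation test with 100000 resamples, p = 0.483). A Gamma regression with a log link gave 59.4% for the glial and 67.5% for the neuronal transcripts, the opposite order (permutation test with 1000 resamples, p = 0.807). With microglia left out, the glial value was 57.2%. For the change after KCl, R2 was 72.9% in the glial and 74.2% in the neuronal transcripts, a difference of -1.31 percentage points (permutation test, p = 0.916). The median RNAseq RPKM was 24.2 in the glial and 24.0 in the neuronal transcripts. From a lower predictive value in the neuronal list, the paper proposes that regulation after transcription matters more in neurons than in glia.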

### UTR sequence mediates changes in CDS translation in response to KCl stimulation

5′UTR sequence features have been shown to allow for dynamic regulation of CDS translation in response to other stimuli (Watatani et al., 2008; Lohse et al., 2011; Gerashchenko et al., 2012; Young and Wek, 2016). Therefore, we focused on the 642 transcripts showing significant regulation of translation (regardless of changes in transcript abundance) to identify sequence specific mechanisms of this regulation in the UTRs. We tested the hypothesis that primary sequence features of the transcript mediate regulation of CDS TE by KCl stimulation (Figure 5A). Specifically, we tested the predictive ability of linear models incorporating the GC content, length and secondary structure of 5′UTR, CDS, and 3′UTR and the number of uORFs (estimated from either number of uAUGs or number of upstream canonical Kozak sequences). 

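The log2 TE change of the 1225 transcripts with an unadjusted p under 0.05 for TE (edgeR) and an annotated 5′UTR was regressed on each feature. Features were counted on the annotated transcripts, an upstream Kozak match was an AUG in the 5′UTR with a purine 3 bases before it and a G directly after it, and 5′UTR free energy was computed with RNAfold. The adjusted R2 was 8.49% for the number of upstream Kozak matches, 5.59% for the number of uAUGs, 10.8% for 5′UTR free energy per nt, 3.52% for 5′UTR GC content and 1.52% for a 3′UTR shorter than 492 nt. The permutation p (100000 resamples) was 2e-05 for the short 3′UTR. It was 1e-05, the smallest that these resamples can give, for each of the others among these 5 features. TE change fell by 0.36 on the log2 scale for each Kozak match and by 0.079 for each uAUG. Over all 7230 measured transcripts with a 5′UTR the values were lower, at 1.53%, 1.08%, 3.64%, 1.43% and 0.65% in the same order. The stricter Kozak pattern with all 10 bases occurred in 1 of the 1225 transcripts, too few for a test (adjusted R2 -0.007%, slope -0.77, permutation p = 0.401). The short 3′UTR gave 5.36% without untreated replicate 1 and 0.078% (permutation p = 0.156) without untreated replicate 2. Beyond the 5 features, the stricter Kozak pattern, CDS GC content and the log10 of CDS length were also regressed. CDS length had an adjusted R2 of 2.15% (permutation p = 1e-05) with a negative slope. It was 7.24% without untreated replicate 1 and 0.24% without untreated replicate 2. Transcripts are not independent replicates, and the structure of the 3′UTR was not analysed here.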

Examining each factor individually, the number of uAUGs, number of upstream Kozak sequences, 5′UTR secondary structure, 5′UTR GC content, 5′UTR length, short 3′UTR (defined as <492 nt), and 5′UTR, and 3′UTR secondary structure normalized by length were each significant predictors (*p* < 0.001) explaining measurable fractions of the change in TE. However, several of these independent predictors were correlated. Thus, in the context of a multivariate linear model, most of the explanatory power only requires three variables: number of upstream Kozak sequences, a short 3′UTR, and 5′UTR secondary structure normalized by length. Overall, the three-variable model predicted ~16.5% of the change in TE, indicating a moderately sized but significant (*p* < 0.001) effect of simple primary sequence features on translation regulation. 

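A linear model of the number of upstream Kozak matches, 5′UTR free energy per nt and a short 3′UTR gave an adjusted R2 of 17.2% for the log2 TE change of 1225 transcripts (permutation test with 100000 resamples, p = 1e-05, the smallest they can give). In this model the log2 TE change was lower by a coefficient of -0.30 for each Kozak match, rose by 1.69 for each unit of free energy per nt, so that stable 5′UTRs went with lower TE, and was 0.096 higher with a short 3′UTR. The adjusted R2 was 16.5% without the replicate block and 21.8% with 1 transcript per gene. Over all measured transcripts it was 5.17%. With each untreated culture left out in turn it lay between 13.4% and 16.9%. The coefficient of the short 3′UTR was -0.065 without untreated replicate 2 and 0.304 without untreated replicate 1.

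**Figure D3:**
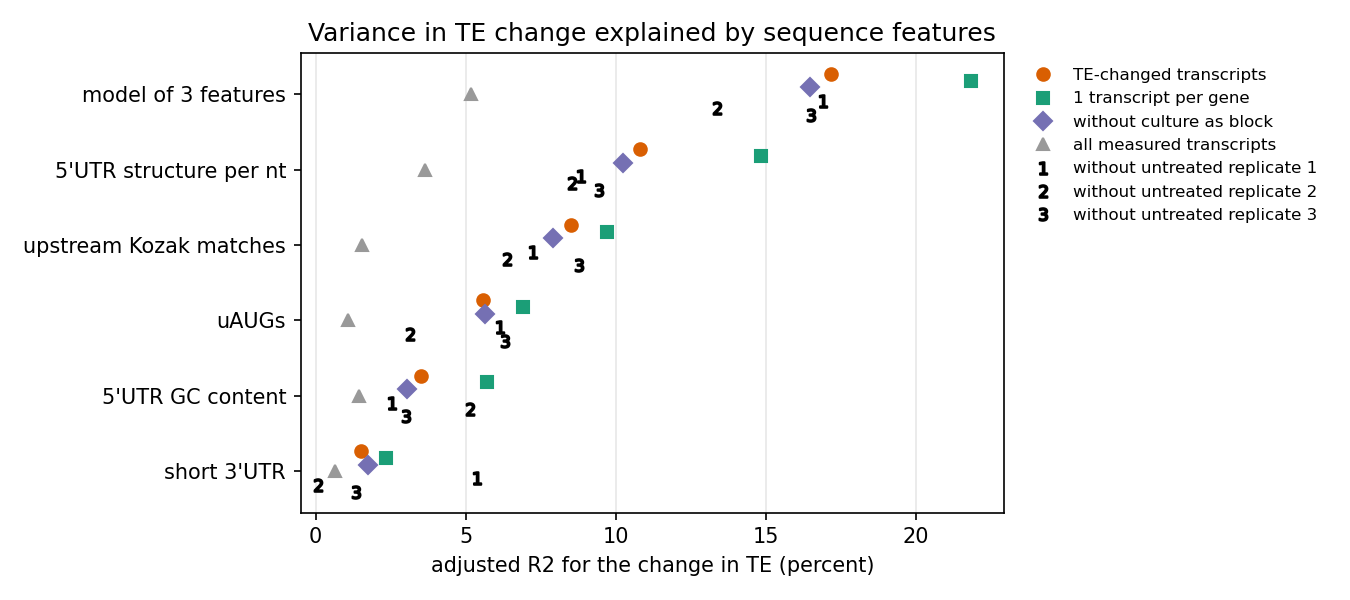
Adjusted R2, in percent, of linear models of the log2 TE change for the model of 3 features and for each feature alone, under each choice of transcripts or fit (symbols). The model of 3 features reaches 17.2% among TE-changed transcripts and 5.17% among all measured transcripts, and the short 3′UTR ranges from 0.078% without untreated replicate 2 to 5.36% without untreated replicate 1.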

Model coefficients and statistics are included in Table 1.

**Figure 5:**
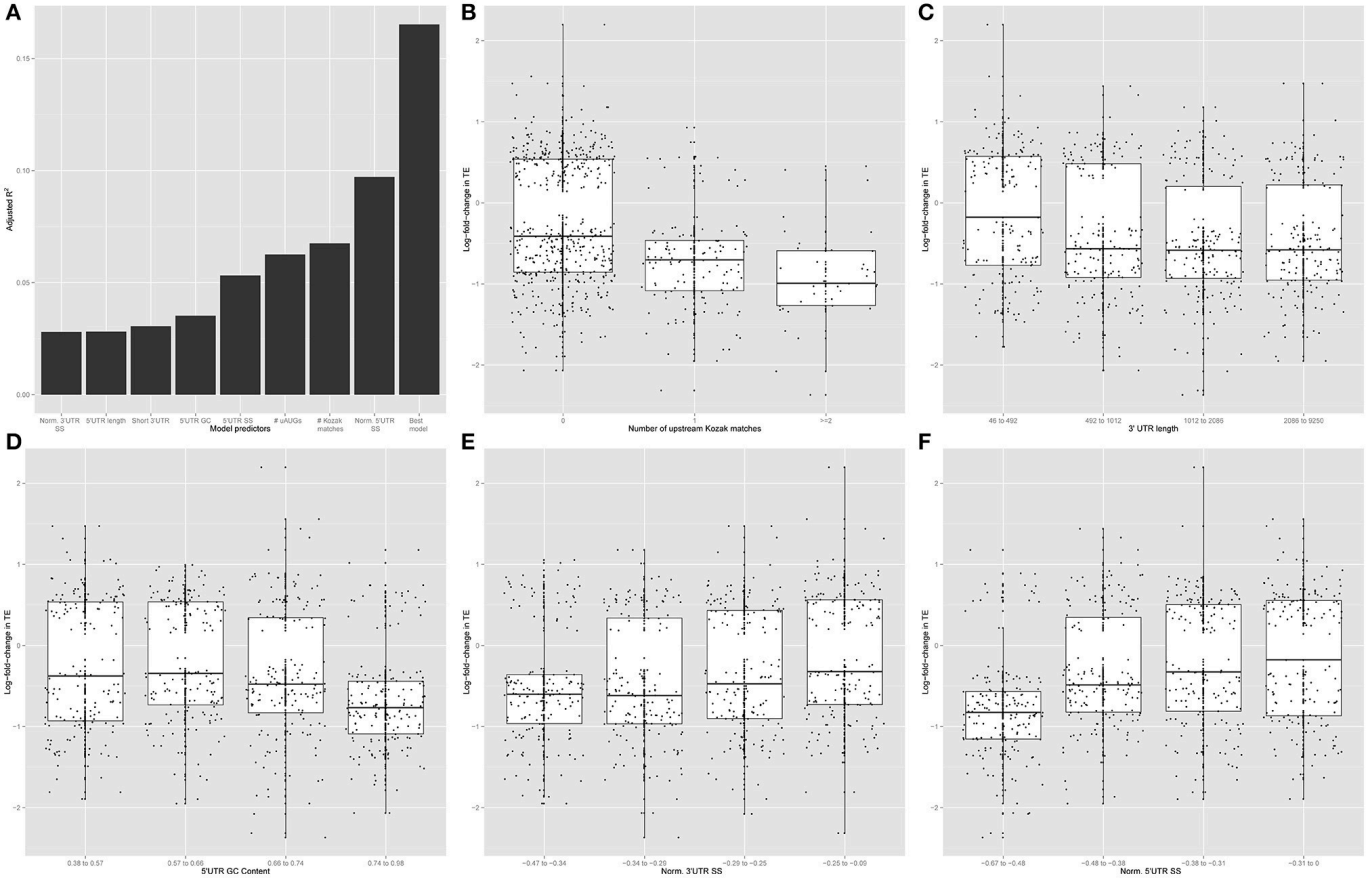
**Primary sequence features alter the response to KCl stimulation. (A)** Normalized 3′UTR secondary structure, 5′UTR length, short 3′UTR, 5′UTR GC content, 5′UTR secondary structure, the number of uAUGs, the number of upstream Kozak matches, and normalized 5′UTR secondary structure score were each significant individual predictor in a univariate linear model (*p* < 0.001). The number of upstream Kozak matches, normalized 5′UTR secondary structure, and short 3′UTR all contributed significantly to the ability of a multivariate linear model to predict the change in CDS TE in response to KCl stimulation. **(B)** Among transcripts that change CDS TE in response to KCl stimulation, more down-regulation of TE occurs with increasing number of upstream Kozak matches (ANOVA *F*-test, *p* = 7.379e-14, *F* = 31.715). Specifically, transcripts containing increasing numbers of upstream Kozak matches are disproportionately downregulated by KCl stimulation (Chi-square test, *p* = 2.6e-11, χ^2^ = 48.713). **(C,D)** More down-regulation of TE occurs with increasing 3′UTR length (ANOVA *F*-test, *p* = 7.069e-05, *F* = 7.3975) **(C)** and 5′UTR GC content (ANOVA *F*-test, *p* = 6.72e-09, *F* = 14.084) **(D)**. **(E,F)** More up-regulation of TE occurs with decreasing absolute value of length-normalized 3′UTR secondary structure (ANOVA *F*-test, *p* = 6.221e-06, *F* = 9.1461) **(E)** and 5′UTR (ANOVA *F*-test, *p* = 3.695e-16, *F* = 26.492) **(F)**.

**Table 1:** **Linear modeling results**.

**Predictor(s)**	***R*^2^ (adjusted)**	***P*-value**
Number of upstream Kozak matches + normalized 5′UTR SS + short 3′UTR	0.165275	<2.2E-016
Normalized 5′UTR secondary structure	0.097196	3.70E-16
Number of upstream Kozak matches	0.067561	1.36E-11
Number of uAUGs	0.062601	7.67E-11
5′UTR secondary structure	0.053138	2.06E-09
5′UTR GC content	0.035272	9.82E-07
Short 3′UTR	0.030568	4.96E-06
5′UTR length	0.028148	1.14E-05
Normalized 3′UTR secondary structure	0.027991	1.21E-05
3′UTR secondary structure	0.017547	4.48E-04
3′UTR length	0.008997	9.23E-03
CDS secondary structure	0.00768	1.49E-02
CDS length	0.006239	2.53E-02
CDS GC content	−0.00131	6.86E-01
Normalized CDS secondary structure	−0.00155	0.9337

*Adjusted R^2^ and p-values reported for the best multivariate model and for each univariate model*.

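An upstream Kozak match was present in 275 of the 1230 transcripts with an unadjusted p under 0.05 for TE (22.4%) and in 992 of the other 6032 measured transcripts (16.4%), an odds ratio of 1.46 (Fisher's exact test, two-sided, p = 1.3e-06, across transcripts that are not independent). Of the transcripts with higher TE 7.57% had a match, and of those with lower TE 33.0% did. The median log2 TE change was -0.34 in the 955 transcripts without a match, -0.69 in the 200 with 1 match and -0.83 in the 75 with 2 or more. The share with lower TE was 50.2%, 84.0% and 90.7% in the same groups.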

Consistent with these results, regulated transcripts were more likely to contain an upstream Kozak sequence than expected by chance, and an ANOVA indicates that TE is downregulated as the number of upstream Kozak sequences increases (Figure 5B). Likewise, we examined the relationship between TE change and the remaining high-performing individual predictors. 

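The 1230 transcripts with an unadjusted p under 0.05 for TE were divided into 4 bins by 3′UTR length. In the bin with 3′UTRs up to 443 nt the median log2 TE change was 0.40 and 45.0% of the transcripts had lower TE. In the other bins, from 447 to 928 nt, 931 to 1957 nt and 1958 nt or longer, the median was -0.56, -0.58 and -0.55, and 60.8%, 64.3% and 62.5% had lower TE. By 5′UTR GC content, the share with lower TE was 51.1% in the bin up to 56.5% GC, 44.1% in the next, 58.2% from 65.0% to 73.0% GC, and 79.4% in the bin with the highest GC content. CDS GC content, a feature added after the values were seen, had an adjusted R2 of 0.026% with all cultures, 10.6% with a positive slope without untreated replicate 1 and 9.78% with a negative slope without untreated replicate 2.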

Binning each predictor into quartiles, we found that more downregulation occurs with increasing 3′UTR length (Figure 5C) and 5′UTR GC content (Figure 5D). Notably with 3′UTR length, the largest change is between transcripts with very short UTRs (<500 bp) and the rest. Additionally, we found that more upregulation occurs with decreasing length-normalized secondary structure in the 3′UTR (Figure 5E) and 5′UTR (Figure 5F). Thus, general features of the primary sequences themselves, particularly the presence of 5′UTR Kozak sequences and secondary structure, can explain a fair proportion translation regulation in response to KCl.

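Among the transcripts with an unadjusted p under 0.05 for TE, the bin with the most stable 5′UTR per nt, at a free energy of -0.472 kcal/mol per nt or lower, had a median log2 TE change of -0.74, and 87.3% of its transcripts had lower TE. The following bins, in order of falling stability, had 59.5%, 46.7% and 39.2% of transcripts with lower TE. In the bin with the least stable 5′UTR the median was 0.43.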

### KCl stimulation alters ribosomal occupancy of 5′UTR

Consistent with our findings above, specific examples of uORFs have been shown, in concert with RNA secondary structure, to serve as regulators of the translation of the CDS (Kozak, 2002; Yaman et al., 2003). Therefore, we examined our RF data to determine whether KCl stimulation also regulated the ribosomal occupancy of the 5′UTR, and whether alterations in ribosome binding in this region was a predictor of changes in translation in the CDS.

Similar to the CDS, stimulation resulted in the alteration of ribosomal occupancy and TE of specific 5'UTRs (Figures 6A–D). Furthermore, as with CDS, individual transcripts might be altered at the level of transcription, translation, or both (Figure 6E). 

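The 5′UTR was tested in 2550 measured transcripts with at least 10 5′UTR reads summed over the 5 RNAseq libraries and over the 5 RF libraries. The median transcript among them had 6 5′UTR reads per RNAseq library and 27 per RF library, which limits the changes that can be seen. At an unadjusted p under 0.05 (edgeR), 317 transcripts changed in 5′UTR RNAseq, 185 higher and 132 lower, 675 in 5′UTR RF, 355 higher and 320 lower, and 158 in 5′UTR TE, 79 higher and 79 lower. At an adjusted p under 0.05 the counts were 85, 339 and 5. DESeq2 gave 67 transcripts for 5′UTR TE at an unadjusted p under 0.05.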

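Of the 2550 transcripts tested in both regions, 517 had an unadjusted p under 0.05 for CDS TE, 158 for 5′UTR TE and 34 for both, where 32.0 would be expected if the regions were unrelated (odds ratio 1.08, Fisher's exact test, two-sided, p = 0.683). Of the 34 transcripts, 24 changed in the same direction in both regions and 10 in opposite directions. Both regions' TE was compared with RNAseq reads of the same region for the 5′UTR and of the whole transcript for the CDS.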

We found that a transcript with a significant alteration in TE of the CDS was more likely to also show a significant alteration of TE in the 5′UTR (Figure 6F). 

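Across the 2550 transcripts, the log2 TE changes of the 5′UTR and the CDS had a Spearman ρ of 0.0398 and a Pearson r of 0.060. These are correlations across transcripts, which are not independent replicates.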

Overall there is a weak positive correlation in TE across the two regions (Spearman ρ = 0.29, Figure 6G). However, individual transcripts (Figure 6H) demonstrated different patterns of responses, with some genes showing correlated and others showing uncorrelated or anticorrelated relationships between 5′UTR and CDS TE. This is in contrast to transcript abundance or ribosomal occupancy counts, which are both strongly correlated across the 5′ UTR and CDS (Spearman ρ > 0.52), as expected because of the many transcripts where translational upregulation is passively following an increase in transcript abundance (Figures 6I,J). Thus, while there is a significant overlap between the transcripts showing alterations of 5′ UTR and CDS TE, there is not a simple rule that relates the direction of changes in all transcripts in response to activity.

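The RNAseq changes of the 5′UTR and of the whole transcript had a Spearman ρ of 0.495 and a Pearson r of 0.539 across the 2550 transcripts. The RF changes of the 5′UTR and the CDS had a Spearman ρ of 0.572 and a Pearson r of 0.613.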

**Figure 6:**
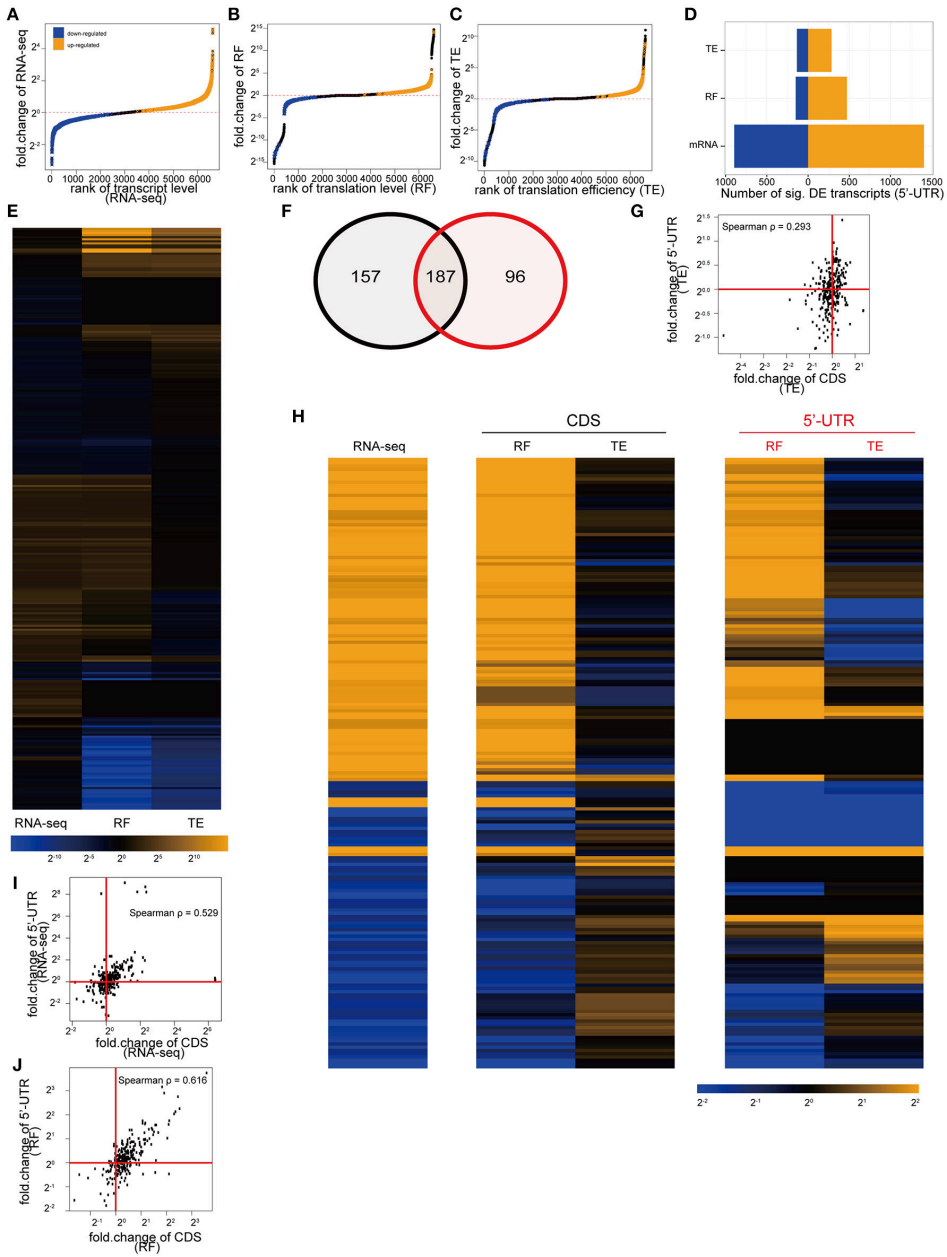
**Depolarization of cultures also alters ribosomal occupancy of the 5′UTR of specific transcripts. (A)** Cumulative distribution showing the alteration of 5′UTR transcript levels by KCl stimulation in culture. One thousand four hundred and five transcripts were significantly upregulated (orange), and 895 downregulated (blue) (all unadjusted *p* < 0.05, permuted t-statistic). **(B)** Cumulative distribution showing alteration of 5′UTR translation levels by KCl stimulation. Four hundred and seventy one transcripts were upregulated, and 149 downregulated. **(C)** Cumulative distribution showing alteration of TE (5′UTR) by KCl stimulation. Two hundred and eighty five transcripts were upregulated, 135 downregulated. **(D)** Bar plot of summary of number of transcripts being up/downregulated. **(E)** Heatmap of log_2_ fold-changes for highly altered transcripts (showing those genes with fold-change in top or bottom 5% for 5′UTR RNAseq, RF or TE, *n* = 283). **(F)** Transcripts showing a significant change in TE in their CDS (black circle) are more likely to also show a significant change in the TE of their 5′UTR (red circle) (*p* < 2.2e-16. Chi-square statistic = 2333, two-sided). **(G)** Scatterplot of TE fold-change in 5′UTR and CDS shows weak correlation. **(H)** Heatmaps for the fold-changes of the 187 overlapping transcripts from **(F)**. There is no consistent relationship in TE fold-change between CDS and 5′UTR across all transcripts. **(I)** Scatterplot of RNAseq fold-change in 5′UTR and CDS shows high correlation. **(J)** Scatterplot of RF fold-change in 5′UTR and CDS shows high correlation.

### FMRP-bound transcripts are disproportionately downregulated by KCl stimulation

Finally, additional regulation may be mediated by the presence of motifs for miRNAs or RBPs. Previously, it has been shown that mir128/128b regulates translation of a variety of transcripts in concert to control neuronal excitability (Lin et al., 2011; Tan et al., 2013). Thus, the concerted changes in translation seen here in response to depolarization might be mediated by a small number of “master regulator” miRNAs targeting sets of transcripts and suppressing their translation. Therefore, we tested whether mir128 or other miRNAs were predicted to disproportionately bind regulated transcripts. In our analysis, several miRNAs were nominally significant, but none of these findings survived multiple-testing correction. While this analysis does not rule out a given microRNA mediating changes in translation for a particular transcript, it does rule out the possibility of one or two “master regulator” miRNAs being responsible for a significant proportion of the changes seen in this study.

In contrast to miRNA, binding by RBPs is not easily predicted from primary sequence and must be measured empirically using biochemical approaches such as cross-linking and immunoprecipitation with high throughput sequencing (HITS-CLIP). Notably, two RBPs have been well characterized as regulators of translation in the CNS and analyzed by HITS-CLIP: CELF4 (Wagnon et al., 2012, p. 4) and FMRP (Darnell et al., 2011). Both are widely expressed in the brain and are essential for normal CNS function. Loss of either leads to epileptic syndromes in both mice and humans (Yang et al., 2007; Hagerman and Stafstrom, 2009; Halgren et al., 2012). We tested whether the translationally regulated genes in our analysis are disproportionately targets of these RBPs. While there was no significant overlap with CELF4 targets (Figure 7A), the regulated genes were significantly enriched in targets of FMRP (Figure 7B), and this effect was driven by the downregulated genes (Figures 7C,D). As known FMRP target genes tend to be longer and more highly expressed in the brain than other genes in the genome, spurious overlap with the FMRP targets can occur when candidate genes are similarly biased for length and/or expression levels (Ouwenga and Dougherty, 2015). However, the translationally regulated genes show no such bias (Figures 7E,F). This suggests that these genes are indeed disproportionately downregulated by FMRP. 

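The CDS of the 715 transcripts with lower TE at an unadjusted p under 0.05 (edgeR) had a median length of 1476 nt, against 1197 nt in the other 6547 measured transcripts, a difference of 0.091 in log10 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). With 1 transcript per gene the medians were 1392 and 1152 nt. Leaving out each untreated culture in turn gave differences between 0.0663 and 0.104 in log10. For all 1230 transcripts with a TE change the median CDS length was 1328 nt against 1197 nt. The median RNAseq RPKM in untreated cultures was 22.6 in the transcripts with lower TE and 21.4 in the others (permutation test, p = 0.146), and 23.4 in all transcripts with a TE change against 21.1 (p = 0.00076). The lists of FMRP and CELF4 targets were not analysed here.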

Finally, FMRP targets have been reported to overlap with the 65 recently identified *de novo* deleterious single-nucleotide variants that are associated with autism (Sanders et al., 2015). Therefore, we also checked whether these were significantly enriched amongst the regulated genes. We indeed found a significant 2-fold enrichment, though only 24 of the ASD genes were robustly measured in our cultures, so the number of genes overlapped is modest: these include *Tcf712, Phf2, Wdy3, Dnmt3a*, and *Mib1* (Figure 7G).

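For the most abundant measured transcript of each gene, the TE of Phf2, on chromosome 13 of GRCm38 from 48801750 to 48871119, fell from 0.514 ± 0.0769 (SD, n = 3) to 0.244 ± 0.00539 (SD, n = 2), a log2 fold change of -1.10 (standard error 0.26, adjusted p = 0.00125, edgeR). Its RNAseq rose by a log2 fold change of 0.45 and its RF fell by 0.63 on the log2 scale. The log2 TE change was -0.35 for Wdfy3 (standard error 0.19, adjusted p = 0.338, edgeR) and -0.29 for Dnmt3a (standard error 0.20, adjusted p = 0.501), and in both genes the KCl cultures lay below all untreated cultures. For Mib1 it was 0.24 (standard error 0.22, adjusted p = 0.651, edgeR), and for Tcf7l2, whose measured transcript is 1 of 8 measured transcripts of the gene, 0.13 (standard error 0.27, adjusted p = 0.866).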

**Figure 7:**
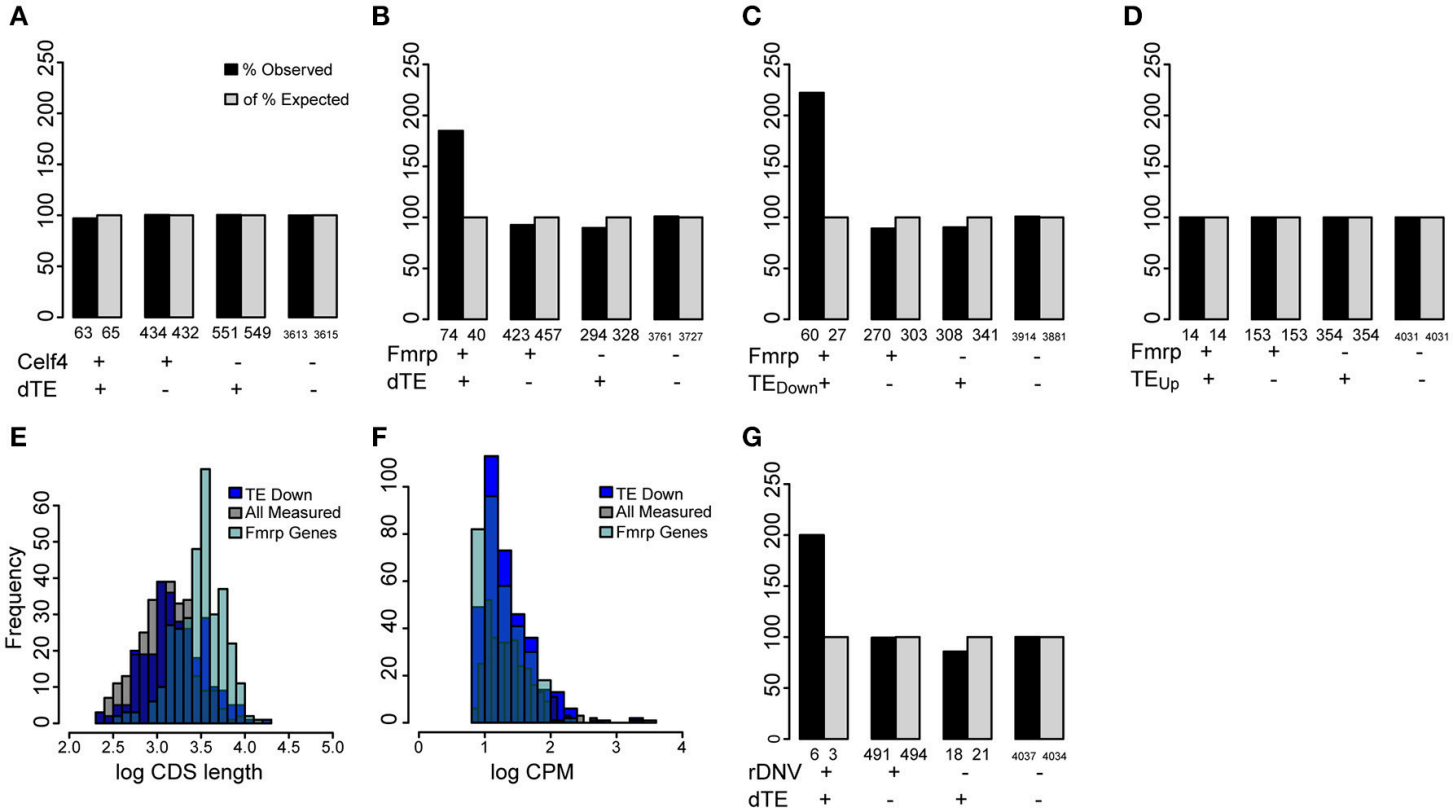
**Regulated transcripts are disproportionately targets of FMRP. (A)** Bar chart illustrating percent of genes overlapping between the translationally regulated genes (significantly changed in TE: dTE+) and published CELF4 targets, compared to expectation by chance. Numbers of observed genes overlapped (*n* = 63), does not differ from chance (Fisher's exact Test, *p* > 0.1). **(B)** FMRP targets significantly overlapped (*p* < 7.7e-08) with genes showing a change in TE (dTE genes, *n* = 71 genes overlapped). **(C)** Specifically, the genes with TE downregulated were found on the FMRP target list ~3-fold more than expected by chance (*p* < 3.2e-10, Odds Ratio 2.97, 95% CI:2.24-Inf), **(D)** while the upregulated genes were not. **(E)** Distribution of CDS lengths (in log_10_) for measured FMRP targets shows they are substantially longer than a random sample of measured genes. The translationally regulated genes (dTE) do not share this bias. **(F)** All three gene categories show similar levels of transcript abundance in the neural cultures. **(G)** Genes associated with autism by analysis of rare *de novo* variation also modestly overlapped with translationally regulated genes (*p* < 0.04).

## Discussion

In this study, we performed genome wide nucleotide-level analysis of transcription and translation to quantify the extent of translational regulation in response to sustained KCl stimulation. It is well established that neuronal depolarization triggers the transcription of activity-depended genes (Ghosh and Greenberg, 1995; West and Greenberg, 2011) and this was also seen in our study. However, in our study, substantially more genes were regulated post-transcriptionally: we found that nearly 36% of the robustly measured transcripts altered ribosomal occupancy following neuronal activity, and 10% of transcripts significantly changed their TE, thus showing regulation of translation independent of mRNA abundance. Indeed, 40% of the translational variance overall could not be explained by changes in mRNA abundance. These findings suggest that the translational machinery has substantial regulation independent of transcription.

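Of the 7262 measured transcripts, 48.6% changed in RF and 16.9% in TE at an unadjusted p under 0.05 (edgeR). At an adjusted p under 0.05 the shares were 40.9% and 5.80%. With resampling of a t statistic with replacement, 16.1% changed in RF and 4.24% in TE at an unadjusted p under 0.05.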

We also found that the change in TE of an mRNA depends partially on the cis-regulatory elements present in the sequence itself. Features such as 5′UTR secondary structure and uORFs each independently accounted for more than 5% of the variance in this regulation. In a combined model, these and other features could account for 15–20% of the change in TE. These features largely acted additively: thus, two or more cis-regulatory elements driving the TE in the same direction may couple so as to achieve a greater control over protein synthesis. Our model did leave a large fraction of the change in TE unexplained. Given the detection of an enrichment of known FMRP targets seen in our analysis, we think the remaining fraction may be attributable to other RBPs (Abaza and Gebauer, 2008) or translation initiation mechanisms that circumvent standard regulatory elements (Komar and Hatzoglou, 2011; Paek et al., 2015). One distinct possibility is that a number of these transcripts share regulation by Eif4e—a known regulator of translation initiation in response to cellular stress. Indeed mutations impacting this regulation have been shown to cause autism like phenotypes in mice (Gkogkas et al., 2013). However, only the targets in fibroblasts have been identified thus far (Mamane et al., 2007), and these do not overlap significantly with the regulated genes detected here (not shown), though baseline differences in transcript expression between fibroblasts and neurons make this an imperfect analysis. Nonetheless, our study provides a resource for further modeling as the regulatory targets of Eif4e and other RBPs in the CNS are identified. We also found that TE was more downregulated in those transcripts with increased 3′UTR length. It is interesting to note that prior work suggested a similar depolarization paradigm led to a shortening of 3′UTRs by selection of an earlier polyadenylation signal (Flavell et al., 2008). If longer UTRs lead to deceased translation during depolarization, subsequent use of an earlier polyadenylation signal could serve as a homeostatic mechanism to allow for the recovery of translation levels.

Our data revealed that the overall translation is reduced in response to neural depolarization. 

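Of the 1230 transcripts with an unadjusted p under 0.05 for TE (edgeR), 58.1% had lower TE after KCl (Wilson 95% interval 55.4% to 60.9%, across transcripts that are not independent). Of the 421 with an adjusted p under 0.05, 73.6% did (69.2% to 77.6%). The share was 67.9% when libraries were scaled by their totals in place of TMM, and 58.7% without the replicate block. With resampling of a t statistic with replacement, an alternative chosen for this share after seeing the data, it was 54.2% (48.6% to 59.7%). Both scalings set the overall level of RF and RNAseq equal between treatments, so these shares are relative to the average transcript and hold no measure of total translation.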

Of the transcripts exhibiting activity-dependent change in TE, 64% showed a reduction in TE. This finding is consistent with a previous study which, using [^35^S]Methionine labeling and polysome profiling, reported 15–30% decrease in global translation after 2 h of neuronal depolarization with 50 mM KCl (Krichevsky and Kosik, 2001). Also in line with our finding is a recent study which used the RF/RNAseq approach and reported a pervasive translational downregulation in the hippocampus after 30 min as well as 4 h after fear learning (Cho et al., 2015). Translation of proteins, generation and propagation of action potential, and reversal from the depolarization-induced high cytoplasmic [*Ca*^2+^] are all extremely energy-demanding processes (Buttgereit and Brand, 1995; Attwell and Laughlin, 2001; Clapham, 2007). Therefore, the reduction of translation during neuronal activity may be a homeostatic response to allow devotion or more resources to repolarization. Interestingly, translation downregulation is also a hallmark of seizure, a disease characterized by sustained neuronal excitation (Fando et al., 1979; Collins and Nandi, 1982). Future studies monitoring activity-dependent translation across different time points for a prolonged period may reveal differences between physiological and pathological translational dynamics.

One important feature of our study is the inclusion of glia in neuronal culture. We believe that this allowed glial modulation of neuronal activity, as is the case *in vivo*, thus making our findings more physiological. On the other hand, it imposed a major limitation on our study by causing many neuronal genes to be excluded from analysis because of low read counts. In part, lack of sensitivity for low abundance transcript has as much to do with the inherent challenges of RF library preparation as it does with the presence of glia. In RF experiments more than 80% of reads are frequently consumed by rRNAs (Ingolia et al., 2009, 2012). Regardless, having multiple cell types present challenges to interpretation as the upregulation of a transcript by RF or RNAseq in one cell type could be nullified by a stronger downregulation in another. We presented some findings computationally separating transcripts to those likely derived from either neurons or glia based on their specificity in *in vivo* profiles, and discovered evidence for a greater degree of translational regulation in neurons. However, true confirmation of this finding awaits future studies leveraging either more purified cultures or cell-type specific assessments of translation *in vivo*. In sum, our current findings describe the holistic effect of KCl on neuron/glia mix culture.

Finally, our data also provide a resource to considering the response of individual transcripts to a strong depolarizing stimulus. Across the genome, we detected transcripts showing numerous combinations of mRNA level, ribosomal occupancy and TE changes following neuronal depolarization. These are provided as a supplemental Table (Table S2).

## Author contributions

JDD and JSD conceived the project and designed the study. JSD performed RNA-seq and Ribosome Footprint experiments. CY, AL, JDD, and DO performed computational and statistical analyses. DS provided experimental support. DS, AL, JSD, CY, and JDD interpreted results and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

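Primary cortical cultures of newborn FVB mice, a mixture of neurons and glia, were left untreated (3 cultures) or depolarized with 55 mM KCl for 3 h (2 cultures), and RNAseq and RF libraries were made from each culture. The condition and number of each library were taken from its label. The paper's methods state that a further KCl replicate was removed for its low library size.

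The authors trimmed the reads with Trimmomatic, removed rRNA reads with STAR, aligned the rest with bowtie2 to an mm10 transcriptome without degenerate sequences, kept reads that map to several transcripts, and deposited the counts of reads on each transcript region as BEDTools gave them, without normalization. The counts carry a letter for each region. The letters of the CDS and the 3′UTR were assigned from the relation of read shares to annotated region lengths and from the paper's supplementary RPKM, the 5′UTR by its order and its share of RF reads, and 1 region remains unnamed. The paper's methods leave out positions around start and stop codons for TE. This step cannot be repeated from counts per region and was not applied here.

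Counts were read for 22534 transcripts, of which 22172 (98.4%) were matched to the GRCm38 annotation for gene names, coordinates, region lengths and sequences. RNAseq values were the reads on all regions of a transcript and RF values the reads on its CDS. Transcripts were measured when RNAseq and RF RPKM were both at least 10 in the same culture in at least 2 cultures, which gave 7262 transcripts of 4370 genes. The paper's wording allows other readings of this filter. Several were compared with the paper's supplementary table, and none gave its 6960 transcripts. The joint reading was kept after the counts were seen, because it follows the wording and not because it came closest.

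Between 3056286 and 3629959 reads were counted per RNAseq library and between 1463654 and 7719915 per RF library. The median measured transcript had between 70 and 379 CDS footprints per RF library, so that values of weakly translated transcripts in untreated culture 3 and KCl culture 4 rest on few reads.

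Differences between untreated and KCl cultures were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with robust dispersions, after TMM normalization within each assay, and p-values were adjusted by the Benjamini-Hochberg method. The choice to normalize within each assay was made after the counts were seen, and TMM over all 10 libraries was run beside it. TE was tested as the interaction of assay and treatment with culture as a block. The standard error given with an edgeR fold change is its absolute log2 value over the square root of the test's F statistic. It is an approximation and not an error estimated by the fit. TE values of single cultures are ratios of CDS RF to RNAseq RPKM in the replicate correlations and the TE range. For named genes, the resampling and the exact permutation they are ratios of normalized CPM, without lengths. The fits were tested on simulated counts with 200 changed transcripts at a log2 fold change of 1.5. Of these, edgeR recovered 100% for RNAseq, 99.5% for RF and 98% for TE. They were drawn only from transcripts above a minimum of reads, and all simulated transcripts had the same spread. Recovery at few reads was therefore not tested. Resampling of a t statistic with replacement and the exact permutation were tested on other simulated values, drawn from a normal distribution with a different change. There, resampling called 43.5% of the changed rows at an unadjusted p under 0.05 and the exact permutation called 0%. These shares cannot be set against those of edgeR.

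The alternatives were DESeq2 1.42.0, library totals in place of TMM, edgeR's filterByExpr, no filter beyond 1 read, at least 100 reads in every library, resampling with replacement with 500 resamples in the manner of the paper's methods, exact permutation, 1 transcript per gene, all 10 libraries in a single fit, no block for culture, and leaving out each culture in turn. The resampling is 1 implementation of a test whose details the paper's text does not name. Correlations, regressions and permutation tests with 100000 resamples were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and 5′UTR free energies with ViennaRNA 2.7.2.

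The genes named in the text are those the paper names as measured, each by its transcript with the highest mean RNAseq count, and for each of RNAseq, RF and TE the 5 genes with the largest rise and the 5 with the largest fall among transcripts with an adjusted p under 0.05 in which both KCl cultures lay beyond all 3 untreated cultures. No measured transcript was matched to Map2. The lists of FMRP and CELF4 targets, of genes associated with autism and of predicted microRNA targets, the metagene profiles, the structure of the 3′UTR and the length of the 5′UTR were not analysed here.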

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

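The tests of low-count noise below were chosen after the result was seen, and the other tests before it.

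The paper limits its results to transcripts above its RPKM threshold. Among the 15112 transcripts under the filter used here, 1807 transcripts of 1239 genes differed in RNAseq between untreated and KCl cultures at an adjusted p under 0.05 (edgeR) with both KCl cultures beyond all 3 untreated cultures, 785 of them higher and 1022 lower. Klf4 rose by a log2 fold change of 3.37 (standard error 0.25) from 16, 15 and 27 reads to 191 and 205, and Ptgs2 by 2.78 (standard error 0.29). Tefm fell by 3.37 on the log2 scale, from 44, 30 and 40 reads to 3 and 4. Noise of low counts was weighed through RF, which comes from other libraries of the same cultures. Of the 1481 of these transcripts with a mean of at least 20 reads, 1229 (82.98%) moved in the same direction in RF. The changed transcripts with fewer reads were left out, so this test does not speak for all 1807. Of the 1481, 117 had no RF reads and could not show a direction, and among the 1364 with RF reads the share was 90.1%, where noise alone would give about 50%. The split by RF reads was added after seeing the data. Differences in depth between RNAseq libraries are small, from 3056286 to 3629959 reads. Transcripts of a gene can share reads, so the number of genes is the safer count. With 3 cultures against 2, other splits of the cultures were not tested for these transcripts. The 1807 changes passed edgeR's test against the spread between cultures of the same treatment, with both KCl cultures beyond all 3 untreated cultures. Both criteria chose this set, so meeting them is no separate evidence against differences between single cultures as its source. A difference that sets both KCl cultures apart for a reason other than KCl was not tested, and these changes cannot be told apart from it.

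The ratio of CDS to 5′UTR footprints, which the paper does not test directly, changed after KCl in 45 of 3587 transcripts at an adjusted p under 0.05 (edgeR), 12 toward the CDS and 33 toward the 5′UTR, and 543 had an unadjusted p under 0.05. In Azin1 the CDS held 34.8, 31.6 and 34.1 of every 100 footprints in the untreated cultures and 67.6 and 63.7 in the KCl cultures, a log2 change of 2.05 (standard error 0.28). In Slc25a39 the CDS share fell from 88.9, 95.6 and 84.4 to 54.8 and 51.4 of every 100 footprints. Reads of other isoforms counted in the 5′UTR would leave fewer changes in genes with a single listed transcript, but 18 of 1133 such transcripts (1.589%) changed, against 1.26% of all. Of the 10 splits of the 5 cultures into 3 and 2, 1 split gave as many transcripts, the real one. The other 9 splits gave 0 transcripts at an adjusted p under 0.05 and between 27 and 436 at an unadjusted p under 0.05, against 543 in the real split, and a design with 10 splits cannot give a share under 0.1, so the pattern cannot be told apart from an accidental grouping of cultures. The median log2 change was lower in transcripts with upstream AUGs than in those without by a difference of -0.1931 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Upstream AUGs may therefore play a part in this pattern, as a hypothesis found and tested on the same data. Normalization sets the point of no change, so the data do not show which of these groups moved. Azin1, Ddit3 and Zkscan5, with 3, 2 and 14 upstream AUGs, are among the 5 largest shifts toward the CDS. They run against the direction of the median difference, but not against a part for upstream AUGs in either direction. Transcripts with upstream AUGs also have longer 5′UTRs, and the effect of 5′UTR length was not separated.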

How the results depend on the processing

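The alternatives were chosen before the data were examined, except TMM over all 10 libraries, thinning, the alternatives for the 5′UTR, the regressions and CDS lengths without single untreated cultures, and those for the share of lower TE other than library totals, no replicate block and the adjusted threshold, which were chosen after seeing the data. For the results that changed, the cause was not tested. The numbers of changed transcripts in RNAseq and RF stayed within 1.5 times under DESeq2, library totals, a single fit of 10 libraries and without each untreated culture, but library totals turned the balance of rises and falls at an adjusted p under 0.05 (edgeR) to 1052 and 1533 in RNAseq and 1073 and 2107 in RF.

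With edgeR's filterByExpr, RNAseq had 4232 transcripts at an adjusted and 6033 at an unadjusted p under 0.05, RF 5330 and 6780, and TE 2344 unadjusted, with 54.7% lower. With no filter beyond 1 read, RNAseq had 4141 and 6391, RF 5311 and 7222, and TE 2386 unadjusted. With at least 100 reads in every library, RNAseq had 734 and 916, RF 1085 and 1234, and TE 88 and 373. With 1 transcript per gene, RNAseq had 1441 and 1844, RF 1744 and 2064, TE 262 and 755, and 5′UTR TE 97 unadjusted. DESeq2 gave 165 and 809 transcripts for TE, 61.4% lower, and 67 for 5′UTR TE. Resampling with replacement gave 0 transcripts at an adjusted p under 0.05 in each measure and 943, 1166 and 308 unadjusted for RNAseq, RF and TE, 54.2% of the last lower. The exact permutation gave 0 adjusted and 0 unadjusted in each, since it cannot go below 0.1. The share of lower TE was 67.9% with library totals, 73.6% at an adjusted p under 0.05, and from 54.0% to 59.0% across the 3 fits that each left out an untreated culture. No fit left out a KCl culture for counts of transcripts, since 1 culture would remain.

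The lowest replicate correlation was 0.988 on the linear scale, 0.944 for ranks and 0.959 without a filter for RNAseq, 0.963 for ranks and 0.962 without a filter for RF, and 0.886, 0.892 and 0.823 for TE. The baseline R2 was 60.6% with an identity link, 63.4% with 1 transcript per gene, 46.0% without a filter and 56.9% with at least 100 reads, and the baseline ρ was 0.796 and 0.813 under the last pair of filters. The R2 of change was 40.4% without a filter and from 52.9% to 58.6% across the 5 fits that each left out a culture. The glial minus neuronal baseline difference reversed to -8.14 with a Gamma model. The adjusted R2 was -7e-05 for the 10-base Kozak pattern, and from 0.00078 to 0.0536 for the short 3′UTR without each untreated culture. The short 3′UTR had a permutation p of 0.156 without untreated replicate 2, where its slope in the three-variable model turned to -0.0654. The 10-base Kozak pattern occurs in 1 of the 1225 transcripts, so it holds no test of this feature. Upstream AUGs, upstream matches to the shorter Kozak pattern, 5′UTR structure and 5′UTR GC content kept their direction and a permutation p under 0.05 in every regression run.

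Of 1029 alternative values with a test for 93 results on named genes, 848 were unchanged in direction and call, 140 lost and 9 gained a call and 32 reversed. Of 279 values without a test, which leave out a KCl culture or use group means, 50 moved by more than 1 standard error and 15 changed sign, among them ones that moved by less. The resampling and the exact permutation, which gave no adjusted p under 0.05, account for 59 losses each. Most reversed values are log2 changes near 0. With library totals they were -0.067 for Ccni, -0.012 for Dnmt3a and -0.068 for Fam81a in RNAseq and -0.124 for Gfap in RF. Gfap RF was also -0.105 with at least 100 reads and -0.004 with 1 transcript per gene. Under resampling and exact permutation TE was 0.04 for Hes5, -0.259 for Mafk and 0.013 for Ppp1r3c, and Hes5 was 0.149 with no replicate block. Tcf7l2 RF was 0.04 with filterByExpr and 0.033 with no filter. Across the fits that each left out a culture, TE ranged from -0.268 to 0.441 for Ccl7, -1.315 to 0.357 for Crem, -0.58 to 0.182 for Csrnp1, -0.193 to 0.317 for Hes5, -0.276 to 0.583 for Maff, -0.356 to 0.288 for Mafk, -0.271 to 0.263 for Ppp1r3c and -0.091 to 0.349 for Tcf7l2. With group means, TE was 0.427 for Hes5, -0.009 for Maff, -0.374 for Mafk and 0.024 for Ppp1r3c. RNAseq ranged from -0.064 to 0.151 for Ccni, -0.019 to 0.171 for Dnmt3a, -0.5 to 0.157 for Ddit3, -0.19 to 0.271 for Fam81a and -0.076 to 0.689 for Snap25, and RF from -0.006 to 0.023 for Gfap and -0.279 to 0.17 for Tcf7l2. Low RF depth in untreated culture 3 and KCl culture 4 limits TE of weakly translated genes.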

Differences from the paper's values

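The paper's number of transcripts changed in RNAseq at an unadjusted p under 0.05 is 1811, and here it was 3037. With 1 transcript per gene, set before the data were examined, the count was 1844, within 1.5 times of the paper's, but among fewer transcripts. The other alternatives set before the data were examined, among them DESeq2 with 2743 and resampling with 943 transcripts, did not close the gap. The paper's number of genes with a change in RNAseq is 1175, and here it was 1888. DESeq2 gave 1697 genes and leaving out untreated replicate 2 or 3 gave 1717 and 1733, which are within 1.5 times of the paper's.

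The paper's number of transcripts changed in TE is 642, and here it was 1230. DESeq2 with 809 and 1 transcript per gene with 755 transcripts came within 1.5 times of the paper's value, the latter among only 4370 tested transcripts. The other alternatives set before the data were examined, among them resampling with 308 transcripts, did not. The paper's number of genes with a TE change is 450, and here it was 816. DESeq2 gave 528. The paper's share of transcripts with a TE change is 10%, and here it was 16.9%. DESeq2 gave 11.1%, edgeR's filterByExpr 12.9%, no filter beyond 1 read 10.7% and leaving out untreated replicate 3 gave 14.8%, each within 1.5 times of the paper's share. The shares with filterByExpr and with no filter are 2344 of 18114 and 2386 of 22374 transcripts. These sets hold many more weakly expressed transcripts than the paper's, so these 2 shares do not close the gap.

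The paper's lowest Pearson r of TE between replicates is 0.965, and here it was 0.908. None of the alternatives set before the data were examined closed the gap, with 0.886 on the linear scale, 0.892 for ranks and 0.823 without a filter. The paper's adjusted R2 of a short 3′UTR is 0.030568, and here it was 0.0152. With 1 transcript per gene it was 0.0236, within 1.5 times of the paper's, while the regression on all measured transcripts gave 0.00651 and no replicate block 0.0175.

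The paper's Spearman ρ of TE changes in the 5′UTR and the CDS is 0.29, and here it was 0.0398. For RNAseq changes of the 5′UTR and the CDS the paper gives a ρ above 0.52. The value here, 0.495, compares the 5′UTR with the whole transcript, so it is not the same quantity. The paper's numbers of transcripts lower in the 5′UTR are 895 in RNAseq, 149 in RF and 135 in TE. Here they were 132, 320 and 79 among 2550 tested transcripts. The paper reports more rises than falls in each of these measures, and here 185, 355 and 79 transcripts rose. The paper's number of transcripts with a TE change in both regions is 187, and here it was 34. No alternative was set for these values before the data were examined.

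The paper states that the TE of Fos was not significantly affected. For the TE of Fos the paper's supplementary table gives an unadjusted p of 0.066 (permuted t statistic), against 0.0021 here (edgeR). Here its log2 TE change was 0.70 with an adjusted p of 0.0387 (edgeR), while DESeq2 gave an adjusted p of 0.16, and the adjusted p was also above 0.05 with library totals, filterByExpr, no filter, resampling, exact permutation and without untreated replicate 2 or 3. The paper's text gives no net change in RF for genes such as Srf, while its figure legend gives relatively less change. Here the RF of Srf rose by a log2 fold change of 0.75 (adjusted p = 0.014, edgeR), while DESeq2 gave an adjusted p of 0.0784. The paper states that RNA abundance and TE of Ccl2 change together, and here its TE log2 fold change was -0.22 (adjusted p = 0.78, edgeR). The fold changes of Fos, Srf, Ccl2 and Dnmt3a in the paper's supplementary table do not differ from those here, and that table also gives a rise of Srf in RF at an unadjusted p under 0.05 and no such p for the TE of Ccl2. For Srf and Ccl2 the difference is therefore from the wording of the paper's text and not from its values. The paper lists Tcf7l2, Wdfy3, Dnmt3a and Mib1 among genes regulated in TE. Here their log2 TE changes were 0.13, -0.35, -0.29 and 0.24, with adjusted p of 0.866, 0.338, 0.501 and 0.651 (edgeR). Without adjustment, as in the paper's calls, p was 0.618, 0.066, 0.16 and 0.291 in the same order (edgeR). For the TE of Dnmt3a the paper's supplementary table gives an unadjusted p of 0.026, and 0.41 after adjustment (permuted t statistic). The paper states that abundance predicts occupancy less well for neuronal than for glial transcripts, at baseline and for the change. Here the R2 of the change was 74.2% for neuronal and 72.9% for glial transcripts. The baseline difference was not larger than that of shuffled groups (permutation test, p = 0.483). The table of cell types covers 1905 measured transcripts here, 65 of them neuronal, against 6960 transcripts in the paper. These values therefore cannot settle the paper's statement. The paper states that a TE change in the CDS goes with a TE change in the 5′UTR, and here 34 transcripts had both where 32.0 were expected (Fisher's exact test, p = 0.683). The paper states that the regulated genes have no bias in length or abundance. Here the median CDS length of transcripts with a TE change was 1327.5 nt against 1197 nt in the others (permutation test, p = 0.00014), and their median RNAseq RPKM was 23.4 against 21.1 (permutation test, p = 0.00076).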

Other observations

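The test of a shared spread between the assays, the single and repeated thinning, and CDS GC content as a feature were chosen after the results were seen. So was leaving out cultures in the regressions on CDS GC content. The other tests were chosen before them.

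RF had more changed transcripts than RNAseq, 2971 against 2395 at an adjusted p under 0.05 (edgeR). The RF libraries differ more in depth than the RNAseq libraries. With the RF libraries thinned once to the smallest of them, 2421 transcripts passed in RF, still more than in RNAseq, while the excess fell from 576 to 26 transcripts. Thinning repeated 20 times gave between 2406 and 2524 transcripts, with a median of 2465. The thinned RF libraries held 1025395 reads on measured transcripts, fewer than any RNAseq library. In a single fit of all 10 libraries with a shared spread, RF had 2617 transcripts and RNAseq 2780. The larger number in RF therefore depends on fitting each assay on its own. The biological coefficient of variation was then 0.0833 for RF against 0.111 for RNAseq. A shared spread favours RNAseq over RF whether or not the excess is real, so this fit cannot tell where the excess comes from.

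Of the 10 splits of the 5 cultures into 3 and 2, 1 split gave as many changed transcripts as the real one in RNAseq, in RF and in TE, the real split itself. The other 9 splits gave 0 transcripts in RNAseq and RF at an adjusted p under 0.05, and the split of cultures 1 and 2 from the rest gave 36 in TE. A share under 0.1 cannot be reached with 10 splits, so this share cannot decide on a chance arrangement of the cultures. The real split gave 2395 transcripts in RNAseq and 2971 in RF at an adjusted p under 0.05 (edgeR). Each other split puts KCl and untreated cultures into the same group. Any large difference between the real groups, whatever its source, then widens the spread and lowers the counts. The 0 in the other splits therefore does not decide on such an arrangement either. The same holds for TE, where the real split gave 421. A difference other than KCl between the treated and untreated cultures is not excluded by this design. At an unadjusted p under 0.05 the other 9 splits gave between 2 and 1013 transcripts in RNAseq, between 2 and 1019 in RF and between 79 and 632 in TE, against 3037, 3529 and 1230 in the real split.

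Lower TE went with more stable and GC-rich 5′UTRs. If GC bias of the sequenced reads were the source, CDS GC content would relate to the TE change at least as strongly as 5′UTR GC content. Its Spearman ρ with the TE change was 0.0337 across TE-changed transcripts, against -0.18 for 5′UTR GC content. Without untreated replicate 1, however, CDS GC content accounted for 10.6% of the TE change with a positive slope, and without untreated replicate 2 for 9.78% with a negative slope. The slope on 5′UTR GC content stayed negative in these fits, -0.0122 and -0.0165, and was -0.0134 without untreated replicate 3, which speaks against GC bias of the reads as the whole source. Since CDS GC content accounted for more of the TE change than 5′UTR GC content in the fits without untreated replicate 1 or 2, a part of the pattern still cannot be told apart from such a bias. The adjusted R2 of 5′UTR structure was 10.8% with all cultures and 8.84%, 8.52% and 9.45% without untreated replicates 1, 2 and 3. A bias of the RNAseq libraries would make structure relate more strongly to the RNAseq change than to the RF change. Across TE-changed transcripts, the Spearman ρ of structure was -0.1455 with the RNAseq change and 0.29 with the RF change. These transcripts were chosen by their TE change, and across all measured transcripts the values were weaker, -0.0609 and 0.103. CDS GC content, however, related more strongly to the RNAseq change than to the RF change, with a ρ of -0.17 against -0.067 across TE-changed transcripts. A GC bias of the RNAseq reads therefore stays open.

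The baseline R2 was lower in neuronal than in glial transcripts by 8.38 percentage points with least squares. Among 10000 subsets of 65 glial transcripts matched to the neuronal ones on RNAseq level, 46.7% had an R2 as low as the neuronal one, so that the difference may follow from the range or the small number of neuronal transcripts. Their median RNAseq level is close to that of the glial ones, 24.0 against 24.2 RPKM, and the difference was not distinguishable from shuffled groups to begin with (permutation test, p = 0.483). For the change after KCl, 78.13% of the matched subsets had an R2 as low as the neuronal one, but the neuronal R2 was not the lower one there, which leaves nothing for this explanation to account for. That reading was decided after the value was seen.

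The TE change ran against the RNAseq change, with a Pearson r of -0.29 across 5990 transcripts when both used the same CDS RNAseq reads, and of -0.20 with the RNAseq reads of all regions that the tests of RNAseq and TE use. With the RNAseq change taken from 3′UTR reads and the TE change from CDS reads, r was -0.0424, while the RNAseq changes of the 2 regions had an r of 0.78. The negative relation may therefore come in part from RNAseq noise that both measures share. This bears on the 172 transcripts in which TE changed against RNAseq, for which single transcripts were not tested this way.

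In the RF libraries, untreated culture 3 had the lowest depth and the highest share of 5′UTR footprints, 8.56%, with 0.71% in the 3′UTR. No biological explanation was tested for this culture.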
